# Fibroblast growth factor 21 reflects liver fat accumulation and dysregulation of signalling pathways in the liver of C57BL/6J mice

**DOI:** 10.1038/srep30484

**Published:** 2016-07-29

**Authors:** Fenni Rusli, Joris Deelen, Evi Andriyani, Mark V. Boekschoten, Carolien Lute, Erik B. van den Akker, Michael Müller, Marian Beekman, Wilma T Steegenga

## Abstract

Fibroblast growth factor 21 (Fgf21) has emerged as a potential plasma marker to diagnose non-alcoholic fatty liver disease (NAFLD). To study the molecular processes underlying the association of plasma Fgf21 with NAFLD, we explored the liver transcriptome data of a mild NAFLD model of aging C57BL/6J mice at 12, 24, and 28 months of age. The plasma Fgf21 level significantly correlated with intrahepatic triglyceride content. At the molecular level, elevated plasma Fgf21 levels were associated with dysregulated metabolic and cancer-related pathways. The up-regulated Fgf21 levels in NAFLD were implied to be a protective response against the NAFLD-induced adverse effects, e.g. lipotoxicity, oxidative stress and endoplasmic reticulum stress. An *in vivo* PPARα challenge demonstrated the dysregulation of PPARα signalling in the presence of NAFLD, which resulted in a stochastically increasing hepatic expression of *Fgf21*. Notably, elevated plasma Fgf21 was associated with declining expression of *Klb*, Fgf21’s crucial co-receptor, which suggests a resistance to Fgf21. Therefore, although liver fat accumulation is a benign stage of NAFLD, the elevated plasma Fgf21 likely indicated vulnerability to metabolic stressors that may contribute towards progression to end-stage NAFLD. In conclusion, plasma levels of Fgf21 reflect liver fat accumulation and dysregulation of metabolic pathways in the liver.

Non-alcoholic fatty liver disease (NAFLD) has been recognised as a hepatic manifestation of metabolic syndrome. NAFLD covers a spectrum of liver injuries ranging from fat accumulation in the liver (steatosis) to the more severe condition of steatohepatitis (NASH). Considering that NAFLD is currently the most common liver disorder, prevalence of which has been reported to be 20–40% in the US^1^,^2^, the population would benefit from a diagnosis from the early stage of NAFLD. Intervention as simple as weight management through diet and exercise is the most effective way leading to reduced liver fat, NASH remission, and also reduction of fibrosis^3^. However, at present a population-based screening tool for NAFLD is still lacking. Serum screening of liver enzymes and a liver ultrasound technique have been employed in screenings and clinical studies^4^, but these procedures are, for different reasons, suboptimal. A number of studies have pointed out that the blood-screening test of the commonly analysed liver enzymes, including alanine aminotransferase (ALT), aspartate aminotransferase (AST), alkaline phosphatase (ALP), γ-glutamyl-transpeptidase (γ-GT) and albumin, poorly diagnose NAFLD^5^,^6^,^7^,^8^. The ultrasound technique has better accuracy than the blood screening test, but is also suboptimal due to the low sensitivity of this method^9^. Magnetic resonance imaging and spectroscopy has a higher sensitivity, but this technique requires specific and expensive instruments, which limits its measurement availability. Diagnosis on liver biopsies is the most accurate way to determine the presence of NAFLD, but this procedure is highly invasive and not suitable for population-based screening. Hence, new accurate and non-invasive measures are required for the diagnosis of NAFLD.

Recently, fibroblast growth factor 21 (FGF21 (Fgf21 in mice)) has emerged as a potential diagnostic marker for NAFLD. Serum FGF21 is found to be elevated in NAFLD patients, as compared to healthy subjects, and correlates with hepatic fat content and the degree of liver steatosis^4^,^10^,^11^,^12^. Moreover, the performance of FGF21 has been examined in a 3-year prospective study in China and high serum FGF21 was found to be a determinant of NAFLD, showing an area under curve of receiver operating characteristic (AUROC) of 0.816^13^. Serum FGF21 has also been reported to increase the accuracy of non-alcoholic steatohepatitis (NASH) diagnosis using cytokeratin-18 fragment (CK-18)^14^. Therefore, plasma/serum FGF21 seems a promising diagnostic marker for an accurate and non-invasive diagnosis of NAFLD.

FGF21 has multiple metabolic functions, regulating energy homeostasis, glucose-lipid metabolism and insulin sensitivity^13^. However, it is currently unclear which metabolic functions of FGF21 underlie the association of plasma FGF21 level and NAFLD. In the present study, we aim to identify the putative molecular mechanisms that underlie the association of plasma FGF21 level with NAFLD. A complicating factor for a human study in this field is that the accurate assessment of NAFLD would require liver biopsies from healthy subjects, which is ethically undesirable. Therefore, we employed a cohort of aging mice to investigate the association between NAFLD, which was determined by IHTG level, and plasma Fgf21. The use of a cohort of aging mice, which consists of four different age time points, enables us to investigate whether plasma Fgf21 can act as a biomarker at different age time points. NAFLD has been reported in subjects of all ages, but particularly in middle to old age (40–65 years old in human)^15^, which indicates that NAFLD develops over many years. To create a mice cohort that simulates the slow onset of NAFLD, we included a medium-fat diet (MF; 25E% from fat) as a diet that induces the development of NAFLD. The energy contribution from fat in this diet group is considered mild, compared to other NAFLD-inducing dietary interventions that commonly acutely stimulate NAFLD pathologies within several weeks of feeding by applying a high-fat diet (45E% from fat)^16^,^17^. In addition to the MF diet, we introduced a normal diet (10E% from fat) as the control (C) group and a calorie restriction diet (CR; 30E% reduced feeding compared to control group) as a diet regimen that prevents NAFLD. Then, we investigated whether the use of plasma Fgf21 as marker for NAFLD in our mice cohort is comparable to what has previously been reported for humans. We next searched for the biological processes underlying the association of plasma Fgf21 with NAFLD by performing microarray analysis on liver mRNA by using two approaches. First, we searched for pathways and upstream regulators associated with plasma Fgf21 by performing a gene co-expression network analysis using weighted gene co-expression network analysis (WGCNA)^18^. In the second approach, we investigated the major transcriptional difference in NAFLD by performing gene set enrichment analysis (GSEA), and then determining the relevance of Fgf21 in the NAFLD-related pathways. To further investigate PPARα signalling as one of the dysregulated pathways, we examined the PPARα response to its agonist at the gene expression level. Since we found that some of the mice of 6 months of age displayed a high level of plasma Fgf21 in the absence of elevated IHTG levels, we also explored the microarray data to search for the functions of the genes associated with the elevated Fgf21 plasma level without accumulation of IHTG.

## Materials and Methods

### Ethics statement

The animal experiment was approved by the Local Committee for Care and Use of Laboratory Animals at Wageningen University (code number: drs-2010151b) and performed in accordance with the institutional and national guidelines for the care and use of animals.

### Mice aging study

The mice aging study was a part of the IDEAL mice aging cohort that has been described in detail previously^19^,^20^. Briefly, male C57BL/6J mice (age of 7 weeks) were purchased from Janvier (Cedex, France) and were housed in pairs of two in the light and temperature (20 °C)-controlled animal facility of Wageningen University (12-hour light/dark cycle, light on at 04.00). The mice were acclimated for 2 weeks, receiving standard AIN-93G (Research Diet Services, Wijk bij Duurstede, The Netherlands) upon arrival. All mice were provided with *ad libitum* access to water. The study design is presented in Supplementary Fig. S1. The diet intervention started at the age of 9 weeks. The mice were housed individually and randomly distributed into three intervention groups: 1) control diet (C, 10E% fat, n = 89) receiving AIN-93W diet *ad libitum*; 2) calorie restricted diet (CR, n = 117) receiving AIN-93W-CR in portions containing 70E% of the mean energy intake compared to the mice on the control diet; 3) medium fat diet (MF, 25E% fat, n = 127) receiving AIN-93W-MF *ad libitum*. AIN-93W-CR contains an increased concentration of vitamins and minerals in order to feed these mice the same concentrations of micronutrients as the mice receiving the AIN-93W diet and to avoid malnutrition. Portion sizes for the mice on the CR were based on food intake of mice on the control diet and adjusted every 6 months. The rations were provided each day at 15.30, 30 minutes before the light was switched off. The complete diet compositions are listed in Supplementary Table S1 (Research Diet Services, Wijk bij Duurstede, The Netherlands).

The mice were culled at the age of 6, 12, 24 and 28 months. At each sacrifice, 12–18 mice of each intervention group were sacrificed between 14.00–17.00 on consecutive days (the remaining mice stayed in the experiment and were evaluated at older ages). Mice were paired per dietary intervention group according to body weight at sacrifice, so that mock and PPARα agonist Wy-14,643 (Wy) treatment were provided to mice with similar body weight. Prior to sacrifice each mouse was first fasted for 4 hours, after which they received an intragastric gavage of either solvent (0.5% carboxymethyl cellulose) or Wy dispersed in solvent (160 mg Wy/kg body weight) and were fasted again for another 6 hours. Body weight, liver weight, IHTG and 4-hydroxyproline were measured in both the mock- and Wy-treated animals. Plasma Fgf21 and liver microarray analysis were performed for mock-treated animals only, as Wy substance is a PPARα agonist potentially affecting *Fgf21* expression. At the sacrifice, the mice were sedated with isoflurane (1.5%) in a mixture of nitrous oxide (70%) and oxygen (30%). Blood samples were collected by cardiac puncture, which was followed by neck dislocation. Weight of various organs was measured and, subsequently, organs/tissues were snap-frozen and stored at −80 °C until further molecular/biochemical analysis.

### Measurement of hepatic steatosis and fibrosis

Intrahepatic triglyceride (IHTG) content was determined in 5% liver homogenates prepared in buffer containing 250 mM sucrose, 1 mM EDTA, 10 mM Tris-HCl (pH 7.5), using the triglyceride Liquicolor Monoreagent (Instruchemie, Delfzijl, The Netherlands), according to manufacturer’s instruction. The IHTG level was applied as the diagnosis standard of NAFLD using the 5% or 50 mg TG per gram liver criterion from Kleiner’s scoring^21^. Liver fibrosis is represented by 4-hydroxyproline content measurement in the liver. The 4-hydroxyproline analysis was performed as previously described in Hillebrandt *et al*.^22^.

### Measurement of plasma Fgf21 level and other plasma markers

The plasma Fgf21 concentration was determined using Rat/Mouse FGF-21 ELISA kits (Milipore, cat #EZRMFGF21-26K), according to the manufacturer’s instructions. Plasma insulin was measured using a Mouse Adipokine (MADKMAG-71K) kit (Millipore, Billerica, MA, USA), according to the manufacturer’s instructions. The cytokeratin-18 plasma concentration was measured using Mouse Cytokeratin 18-M30 ELISA kit (Cusabio, Hubei, China).

### RNA isolation

Total RNA from liver*, tibialis anterior* muscle, colon scrapings and epidydimal white adipose tissue were isolated using TRIzol reagent (Invitrogen, Breda, The Netherlands), according to the manufacturer’s instructions. The RNA was treated with DNAse and purified on columns using the RNeasy microkit (Qiagen, Venlo, The Netherlands). RNA concentration was measured on a NanoDrop ND-1000 UV–vis spectrophotometer (Isogen, Maarsen, The Netherlands) and RNA integrity was checked on an Agilent 2100 Bioanalyzer (Agilent Technologies, Amsterdam, The Netherlands) with 6000 Nano Chips, according to the manufacturer’s instructions. RNA was judged as suitable only if samples showed intact bands of 18S and 28S ribosomal RNA subunits, displayed no chromosomal peaks or RNA degradation products and had a RNA integrity number (RIN) above 8.0.

### Microarray hybridization

Hybridization, washing and scanning of Affymetrix GeneChip Mouse Gene 1.1 ST arrays were performed according to standard Affymetrix protocols as described previously^19^,^23^. Microarray analysis was performed in MADMAX, a pipeline for statistical analysis of microarray data^24^. Arrays were normalized using the Robust Multiarray Average method^25^,^26^. Probe sets were defined according to Dai *et al*.^27^. In this method probes are assigned to unique gene identifiers, in this case Entrez IDs. The probes on the Gene 1.1 ST arrays represent 21,225 Entrez IDs. For the analysis, only genes having 1) an inter-quartile range of >0.1 and 2) an intensity value of >20 on at least five arrays were taken into account, which resulted in 15,885 genes in the dataset. Array data have been submitted to the Gene Expression Omnibus, with accession number GSE84495.

### cDNA synthesis and real-time quantitative PCR

The microarray data was validated by real-time quantitative PCR (Q-PCR). For each individual sample, single-stranded complementary DNA was synthesized from 1 μg of total RNA using the First Strand cDNA Synthesis kit (Thermo Scientific, Landsmeer, The Netherlands), following the supplier’s protocol. Q-PCR was performed using SensiMix SYBR No-ROX kit (Bioline, Alphen aan de Rijn, The Netherlands) and a CFX384 thermal cycler (Bio-Rad, Veenendaal, The Netherlands). The following thermal cycling conditions were used: 2 min at 94 °C, followed by 40 cycles of 94 °C for 15 s and 60 °C for 45 s. PCR reactions to validate *Fgf21* expression were performed in duplicate and all samples were normalized to *Rplp0* expression. Primer sequences were retrieved from the online PrimerBank database^28^ and the sequences of the primers used are listed in Supplementary Table S2.

### Statistical analysis

Data were analysed with GraphPad Prism 5.04. The data were expressed as mean ± standard error mean. Comparison between two groups was performed using student t-test, whereas comparison between 3 or more groups was performed using ANOVA. Correlation between two parameters was presented as Pearson correlation coefficient (r) and *p*-value. A *p*-value of <0.05 was considered significant. The receiver operating characteristic (ROC) curve analysis was carried out and the area under the ROC curves (AUROCs) were calculated to represent their performance to predict NAFLD. Optimal cut-off points were calculated for sensitivity and specificity reference (Youden Index).

### Hepatic transcriptomics data analysis

For the microarray data analysis, differentially expressed probe sets were identified by using linear models (library limma) and the intensity-based moderated t-statistic (IBMT) method was applied^29^,^30^. Resulting log_2_ intensities and *p*-values were used for further descriptive bioinformatic analysis of the data. Gene set enrichment analysis (GSEA; http://www.broad.mit.edu/gsea/) was performed in MADMAX^24^. Gene sets with a false discovery rate (FDR) q-value of <0.01 were considered significantly enriched.

Gene co-expression networks (modules) were constructed using the blockwiseModules R function in Weighted Gene Co-expression Network Analysis (WGCNA)^18^. WGCNA uses a network distance coupled with hierarchical clustering and dynamic tree cutting to define modules as branches of a cluster tree. Gene modules, which summarize the main patterns of variation, are defined in an unbiased fashion and denoted by colors. The first principal component represents the summary of the module and is referred to as the module eigengene (ME). MEs were then related to plasma Fgf21 level and other NAFLD-related traits. This approach avoids the multiple testing from thousands of individual transcripts to only a number of modules. To explore the functional pathways and predicted upstream regulators of the gene modules, Ingenuity pathway analysis (IPA; Ingenuity^®^ Systems) was used.

## Results

### Control and medium-fat diet groups developed NAFLD at middle and old age

The dietary interventions exerted pronounced effects on the mice’s body and liver weight, as shown in Fig. 1a,b, respectively. During aging, the MF-exposed animals gained the highest body and liver weight, while the CR-fed animals were the leanest. The weight gain was accompanied by an increase in IHTG content (Fig. 1c). While the CR-fed animals only showed a modest increase over time, the C- and MF-fed animals displayed an elevated IHTG level starting at middle-age, i.e. at 12 months. Liver fibrosis, which was represented by the measurement of 4-hydroxyproline (4-HP) content in the liver (Fig. 1d), showed to increase at old age (24 and 28 month) in the MF diet group.

The IHTG level was applied as the diagnosis standard of hepatic steatosis using the 5% or 50 mg TG per gram liver criterion from Kleiner’s scoring^21^. The prevalence of hepatic steatosis development in the cohort is depicted in Fig. 1e. At the age of 6 months, none of the mice in any of the diet groups developed hepatic steatosis, indicating a healthy liver condition at young/mature adult age. Hepatic steatosis development became visible in 12-month old mice exposed to C and MF diets, reaching up to 85.7% in the MF diet group. At the 24-month time point, the prevalence of hepatic steatosis increased considerably in the control group. At this age over 80% in the C and MF diet groups displayed steatosis (Fig. 1e) but at the age of 28 months, a slight decrease of prevalence was observed.

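In the mice whose livers were later hybridised to arrays, 3 of 7 C mice (42.9%, exact 95% binomial interval 9.90 to 81.6%) and 5 of 7 MF mice (71.4%, 29.0 to 96.3%) of 12 months had NAFLD by their records. At 24 months, 6 of 8 C mice (75%, 34.9 to 96.8%) and 7 of 8 MF mice (87.5%, 47.3 to 99.7%) had NAFLD. At 28 months, the numbers were 5 of 8 C mice (62.5%, 24.5 to 91.5%) and 6 of 7 MF mice (85.7%, 42.1 to 99.6%). Of the 6-month-old mice, 0 of 4 on C, 0 of 6 on CR and 0 of 6 on MF had NAFLD. The intervals of the C and MF mice overlapped at each age.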

Since a criterion of 4-HP level for hepatic fibrosis diagnosis has not been clearly defined, we adapted the level of 4-HP that was reported by Fuchs *et al*. to be associated with extensive portal fibrosis (equivalent with Ishak fibrosis scoring stage 2–3)^31^. A level of >0.200 μg of 4-HP per mg liver was applied as an indication of liver fibrosis. Increasing prevalence of hepatic fibrosis was only pronounced in the MF intervention group at 24 and 28 months of age (Fig. 1f). These results showed that hepatic steatosis occurred in both the C and MF intervention groups at the middle-age time point, while hepatic fibrosis in particularly developed in the MF diet group at an old age. On the other hand, the CR-fed animals were protected from developing hepatic steatosis and fibrosis.

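Of the CR mice with an array, 1 of 17 animals of 12 to 28 months had NAFLD (5.88%, exact 95% binomial interval 0.149 to 28.7%), a mouse of 24 months. The share was 14 of 23 in the C mice (60.9%, interval 38.5 to 80.3%) and 18 of 22 in the MF mice (81.8%, interval 59.7 to 94.8%) of these ages. The interval of the CR mice lay below those of the C and MF mice. From the IHTG and 4-HP contents, which were not used here, the paper concludes that CR protects the liver from steatosis and fibrosis.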

### Plasma Fgf21 reflected the hepatic fat accumulation at middle and old age, but not at mature adult age

The results presented in Fig. 2a show that plasma Fgf21 levels of the C- and MF-exposed animals were higher than that of the CR-exposed animals at all ages. Noticeably, plasma Fgf21 levels were particularly high at 6 months of age in the C and CR diet groups. Next, to examine a specific diet- or age-related effect on plasma Fgf21 levels, the correlation with IHTG content was carried out separately by diet and age. The CR diet group displayed low IHTG and plasma Fgf21 concentration, while the C and MF groups showed some variation. However, overall we did not observe significant correlation in any of the different diet groups (Fig. 2b). On the other hand, the comparison by age indicated that, except for the 6-month-old mice, the correlations at different ages were comparable (Fig. 2c). Some of the young mice, independent of their diet types, exhibited high plasma Fgf21 concentrations despite their low IHTG levels. This observation implies that the plasma Fgf21 concentration reflects the hepatic fat accumulation at middle-age (12 months) and old age (24 and 28 months), which results in an overall correlation coefficient of 0.52 (p < 0.0001), but performs differently at younger age (Fig. 2d).

### Plasma Fgf21 levels reflected liver *Fgf21* expression

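Liver RNA of 78 mock-treated male mice was measured on Affymetrix Mouse Gene 1.1 ST arrays, 1 array per mouse. The arrays covered the 3 diets at 4 ages. The C groups of 6, 12, 24 and 28 months held 4, 7, 8 and 8 mice, the CR groups 6, 6, 6 and 5, and the MF groups 6, 7, 8 and 7. The authors normalised the arrays by Robust Multiarray Average, and the values are log2 expression levels, with array medians between 5.36 and 5.48. Of the probe sets, 21218 named a single gene, which gave 18820 genes, and for a gene with several probe sets the one with the highest mean was used. The filter of the study (interquartile range over 0.1 and intensity over 20 on at least 5 arrays) left 14675 genes. Differences between diets and ages were estimated with limma in 1 fit of the 12 groups, with an intensity trend in the variance and Benjamini-Hochberg adjustment over all genes kept. Single genes were also tested by permuting the diet labels within each age or the age labels within each diet. Choosing another probe set for a gene can change its value, since the 2 brightest probe sets of a gene correlated with a median of only 0.43 across the livers.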

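Liver Fgf21, which encodes a hormone that hepatocytes release during fasting, had its lowest mean level in the CR mice at each age. At 12 months it was 6.06 ± 0.10 (s.e.m., n = 7) on C and 6.11 ± 0.13 (n = 7) on MF, on the log2 scale, against a lower mean in 6 CR mice. At 24 months the levels were 6.08 ± 0.09 (n = 8), 5.75 ± 0.13 (n = 6) and 6.24 ± 0.12 (n = 8), and at 28 months 6.02 ± 0.13 (n = 8), 5.83 ± 0.16 (n = 5) and 6.08 ± 0.12 (n = 7). Over 12 to 28 months the CR mean minus the C mean was -0.26 (permutation within age, two-sided p = 0.014, adjusted p = 0.054 over 15 comparisons of Fgf21), and the fit over all genes gave an adjusted p of 0.12 from limma. The MF mean minus the C mean was 0.09 (permutation within age, p = 0.32, adjusted p = 0.44). At single ages the difference between CR and C was -0.26, -0.33 and -0.19 (exact permutation p = 0.18, 0.055 and 0.37). Of the C mice of 12 months, 1 had a level of 6.57 and the next 6.13.

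**Figure D1:**
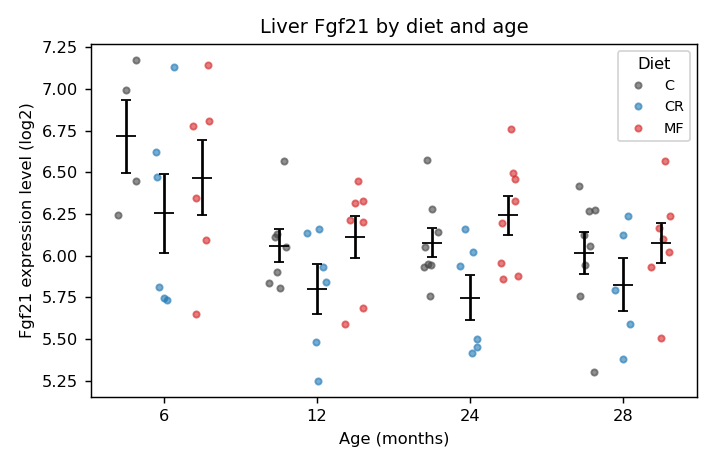
Liver Fgf21 expression level (log2, vertical axis) by age in months (horizontal axis), with 1 point per mouse coloured by diet (C grey, CR blue, MF red) and black bars for the mean ± s.e.m. The mean of the CR mice is the lowest of the 3 diets at each age, and the points of the diets overlap.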

The gene expression levels of *Fgf21* in the liver were obtained from the microarray data and revealed that, similar to the plasma Fgf21 levels, the C- and MF-exposed animals displayed higher expression levels of *Fgf21* (Fig. 3a). 

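At 6 months Fgf21 was 6.72 ± 0.22 (s.e.m., n = 4) on C, 6.25 ± 0.24 (n = 6) on CR and 6.47 ± 0.22 (n = 6) on MF. Averaged over the diets, it was higher by 0.48 ± 0.10 (standard error) on the log2 scale than at 12 to 28 months (adjusted p = 0.00029 from limma over 78 livers). The permutation within diets gave p = 2e-05 (adjusted p = 0.0003). The C mice were higher by 0.66 (exact permutation p = 0.0014, adjusted p = 0.011), the CR mice by 0.46 (exact permutation p = 0.024, adjusted p = 0.071) and the MF mice by 0.32 (exact permutation p = 0.075, adjusted p = 0.16). Some genes of fatty acid use were higher along with it, while others did not pass the test or were lower. Pdk4, which holds back glucose oxidation in fasting, was higher by 1.64 ± 0.33, the acyl-CoA thioesterase Acot1 by 1.47 ± 0.30, and the peroxisomal enzyme Ehhadh by 1.04 ± 0.18. Of 45 PPARα target genes, Fgf21 among them, 31 were higher at 6 months, 3 were lower and 11 did not pass the test (34 higher and 4 lower when adjusted over the list alone). The lower ones included the lipid droplet protein gene Cidea (-1.97 ± 0.33) and the fatty acid transporter gene Cd36 (-0.88 ± 0.16). The list as a whole was higher by camera (adjusted p = 1.1e-08), with an adjusted p = 0.51 with an estimated correlation. Of 18 genes of mitochondrial β-oxidation and the carnitine shuttle, 12 were higher, 0 were lower and 6 did not pass (15 higher when adjusted over the list alone), among them the carnitine transporter gene Slc22a5 (0.64 ± 0.17) and the carnitine acetyltransferase gene Crat (0.54 ± 0.12). Camera gave this list an adjusted p of 1.3e-05, and an adjusted p = 0.51 with an estimated correlation. Of the markers of other cell types, these were lower at 6 months: Kupffer cells (8 of 10 lower, median -0.45), infiltrating macrophages (10 of 12, median -0.60), B and plasma cells (6 of 13, median -0.45) and T and NK cells (5 of 16, median -0.35). Camera gave them adjusted p values of 0.00044, 5.2e-05, 7.2e-05 and 0.0015, and adjusted p = 0.42, 0.42, 0.42 and 0.58 with an estimated correlation. Neutrophil markers were also lower (4 of 8, median -0.28, camera adjusted p = 0.010, adjusted p = 0.53 with an estimated correlation). Cholangiocyte markers were higher (4 of 6, median 0.20, camera adjusted p = 0.010, adjusted p = 0.43 with an estimated correlation), and of 12 sinusoidal endothelial markers 4 were higher, though not as a list (camera adjusted p = 0.26).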

Notably, the higher levels of plasma Fgf21 at the earliest time point of 6 months were also reflected in the *Fgf21* liver expression level. The results presented in Fig. 3b show that the plasma Fgf21 levels significantly correlated to hepatic *Fgf21* expression levels obtained by microarray analysis (r = 0.63, *p* < 0.0001). This result was confirmed by Q-PCR analysis (r = 0.71, *p* < 0.0001, Supplementary Fig. S2a). These observations indicate that the plasma Fgf21 concentration reflects the *Fgf21* mRNA levels in liver tissue. In addition, we examined whether plasma Fgf21 increased with body or liver weight. Correlation analyses confirmed that plasma Fgf21 had significant positive correlation with body and liver weights (Supplementary Fig. S2b,c). As Fgf21 has been reported to be expressed abundantly, not only in the liver, but also in other tissue types, we also examined whether the plasma Fgf21 concentrations reflect the *Fgf21* expression levels in epidydimal white adipose tissue (eWAT), *tibialis anterior* muscle and colon tissue. The results presented in Fig. 3c–e show that plasma Fgf21 levels was strongly associated with the liver expression, compared to the other tissues. The expression levels of *Fgf21* in the muscle and colon were extremely low (Fig. 3d,e). The correlation of plasma Fgf21 and expression in eWAT was significant, however, the levels of expression in the eWAT were much lower compared to those in the liver tissue (Fig. 3c).

To examine whether plasma Fgf21 in mice indicates hepatic fat accumulation as observed in humans, the mice were divided into two groups: those that either developed or did not develop NAFLD according to the IHTG criterion of higher or lower than 50 mg TG per gram liver from Kleiner’s scoring^21^. This resulted in 53 animals without NAFLD, which largely consisted of young or CR-fed animals, and 36 animals with NAFLD, which mostly consisted of older animals or under the C or MF dietary regimen. 

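The 78 mice with an array held 33 animals with NAFLD and 45 without. Those with NAFLD were 14 C mice, 18 MF mice and 1 CR mouse, and none was 6 months old. Those without were the 16 mice of 6 months, 16 CR mice of 12 to 28 months, and 9 C and 4 MF mice of 12 to 28 months.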

The average IHTG contents of the animals with and without NAFLD were 111.1 and 22.2 mg TG per gram liver, respectively. The characteristics of animals with and without NAFLD are summarized in Supplementary Table S3, showing that the animals with NAFLD had a significantly heavier body weight, larger epididymal fat depot, enlarged liver, and lower liver 4-HP content. The levels of fasting plasma insulin and the liver injury marker alanine aminotransferase (ALT) were elevated in the group of animals with NAFLD.

Subsequently, AUROC analysis was performed using optimal cut-off points determined by the Youden Index (plasma Fgf21 >222.0 pg/ml). The results summarized in Table 1 show that the sensitivity was remarkably high at 91.4%, while the specificity was low (57.1%). This resulted in an AUROC of 0.77 (Supplementary Fig. S3a) and an accuracy of 71.4% (positive predictive value/PPV of 60.4% and negative predictive value/NPV of 90.3%). Since plasma Fgf21 appears to perform differently at the age of 6 months and a previous study of obese children indicated that plasma Fgf21 did not provide additional value in predicting NAFLD^32^, we also tested the Fgf21 performance in older animals only. When the 6 months old animals were excluded, the AUROC and specificity of Fgf21 were improved to 0.84 (Supplementary Fig. S3b) and 73.5%, while the sensitivity remained high (88.6%). In addition, the accuracy was improved to 81.2% (PPV of 77.5% and NPV of 86.2%). Diagnosis using more markers commonly yield a better outcome, so we applied combinations of plasma Fgf21 with other plasma or trait markers for NAFLD, i.e. plasma ALT, plasma CK-18 and body weight. The performance accuracy described in Table 2 revealed that the plasma Fgf21 was best combined with plasma ALT (accuracy of 88.4%) or body weight (87.0%), while the combination with plasma CK-18 (81.2%) did not improve the performance of Fgf21.

### The gene module strongly correlated with the plasma Fgf21 levels contained steatosis- and cancer-related genes

To explore the molecular mechanism underlying the involvement of Fgf21 in NAFLD development, microarray analysis was performed on mRNA isolated from the livers of the 12, 24, and 28-month old animals. 

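The arrays of 62 livers entered this part, 23 of C, 17 of CR and 22 of MF mice. Plasma Fgf21 of single mice was not used here. Liver Fgf21 mRNA on the same arrays was related to each gene in its place, as a slope from limma in log2 units per log2 unit of Fgf21, with no covariate. Correlations were tested by 100000 permutations of the livers, with Pearson's r and Spearman's rho. The membership of the co-expression modules was not used here either, and the main shared variation was summarised by the first 3 principal components of the gene-centred values. Fixed lists of target genes were tested with camera at a preset correlation of 0.01 between the genes of a list. A slope over all 62 livers mixes differences between diets and ages with differences between mice of 1 group.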

In the search for the molecular processes underlying the association of plasma Fgf21 with NAFLD, the microarray data were analysed by a two-step approach: 1) gene co-expression network analysis using WGCNA^18^ and 2) functional pathways and up-stream regulator analysis were determined by applying Ingenuity pathway analysis (IPA) on the co-expression network.

The WGCNA results presented in Fig. 4a, show that 5 modules were created from the hepatic transcriptome data and that 3 of them significantly correlated with plasma Fgf21 (*p* < 0.05; module grey denotes background genes outside of modules). 

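The first 3 principal components of the 62 livers held 28.5, 9.59 and 7.44% of the variance. Component 1 followed age and diet, which accounted for 32.5% and 22.7% of its variance (permutation of diet p = 0.0001, the smallest that 10000 resamples can give). Its mean score was 12.1 ± 9.11 (SD, n = 17) on CR, 0.31 ± 16.7 (n = 23) on C and -9.71 ± 19.7 (n = 22) on MF. Livers with high scores had higher levels of HNF4A target genes (r = 0.77) and of oxidative phosphorylation genes (r = 0.74). They had lower levels of extracellular matrix genes (r = -0.90) and of markers of infiltrating macrophages (r = -0.95) and of T and NK cells (r = -0.83). All had an adjusted permutation p of 0.00018, which comes from the smallest p that 10000 resamples can give. The genes of the lists also entered the component, so this p cannot test the relations, and the r values only describe them. Component 1 had no detectable relation to liver Fgf21 (r = -0.17, permutation p = 0.19, adjusted p = 0.20 over the 3 components, rho = -0.21 with permutation p = 0.098). Component 3 was related to it (r = -0.54, permutation p = 3e-05, adjusted p = 9e-05, rho = -0.54 with permutation p = 2e-05). Without the 2 livers farthest from the median of Fgf21, r was -0.53. Within C, CR and MF mice r was -0.43, -0.45 and -0.44, and at 12, 24 and 28 months -0.65, -0.65 and -0.43.

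**Figure D2:**
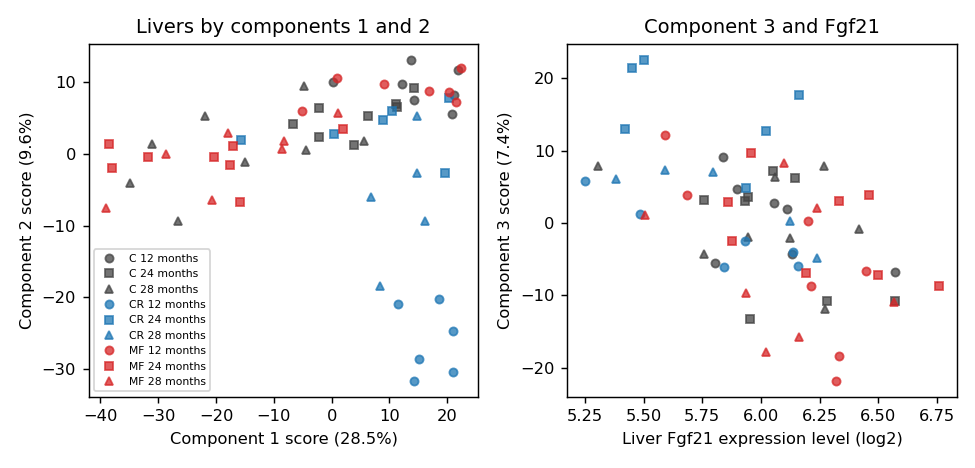
Left, scores of the 62 livers on component 1 (horizontal axis) and component 2 (vertical axis). Right, score on component 3 (vertical axis) against liver Fgf21 expression level (log2, horizontal axis). Each point is 1 mouse, coloured by diet (C grey, CR blue, MF red) and shaped by age, and scores on component 3 fall as Fgf21 rises (r = -0.54).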

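Across the 62 livers 284 genes rose and 389 fell with liver Fgf21. Of 100 assignments of the Fgf21 values to the livers, the real one included, 2 called at least as many genes. The random one among them reached 1048 genes, and the median of the random ones was 0. The highest count changed with another set of draws, so chance is not called excluded for these counts. Insig2, which restrains sterol synthesis, rose by 1.14 ± 0.15 (standard error) per log2 unit of Fgf21 (adjusted p = 5.7e-06 from limma), and the lipid droplet protein gene Plin2 by 0.70 ± 0.11 (adjusted p = 0.0002). Ppat, the first enzyme of purine synthesis, had a slope of -0.65 ± 0.11 (adjusted p = 0.00028). Of 44 PPARα target genes without Fgf21 itself, 17 rose, 0 fell and 27 did not pass the test (35 rising and 1 falling when adjusted over the list alone). Their median slope was 0.40 (camera adjusted p = 2.6e-25, adjusted p = 0.12 with an estimated correlation). Of 18 lipid droplet genes 6 rose, 0 fell and 12 did not pass (12 rising and 1 falling when adjusted over the list alone), with Cidec at 2.83 ± 0.48 and Cidea at 2.51 ± 0.59. Camera gave them an adjusted p of 7.7e-08, and an adjusted p = 0.12 with an estimated correlation. Of 12 sinusoidal endothelial markers, which do not belong to the hepatocytes, 2 fell, 0 rose and 10 did not pass. Their median slope was -0.11 (camera adjusted p = 0.028, adjusted p = 0.37 with an estimated correlation). The thioesterase genes Acot2 and Acot1, which release fatty acids from coenzyme A, rose by 1.63 ± 0.29 and 1.21 ± 0.36. With the 9 diet and age groups as covariates 142 genes rose and 162 fell, and after quantile normalization 109 fell. Array weights gave 471 rising genes, and leaving out the 2 livers farthest from the median of Fgf21 gave 184. With the replicate number of the mice as a block 120 rose and 184 fell.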

The module displaying the most significant correlation with plasma Fgf21 was MEturquoise (r = −0.61). Interestingly, cluster differentiation 36 (*Cd36*), a fatty acid transporter gene involved in steatosis development, was identified as the top regulated gene in this module. 

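Over the 62 livers Cd36, whose product takes up long-chain fatty acids, rose with liver Fgf21 by 0.89 ± 0.24 (standard error) per log2 unit (adjusted p = 0.023 from limma). Pearson's r was 0.42 (permutation p = 0.00069, adjusted p = 0.0080 over 12 genes) and Spearman's rho 0.44 (permutation p = 0.00026, adjusted p = 0.0031). Without the 2 livers farthest from the median of Fgf21, r was 0.46. Within the diets r was 0.54 in MF mice, but 0.13 in C and 0.06 in CR mice (permutation p = 0.0079, 0.55 and 0.82, not adjusted), so no relation was detectable within C or CR mice, and whether the diets differ in it was not tested. Within ages r was 0.51 at 12, 0.40 at 24 and 0.48 at 28 months. Over 12 to 28 months, Cd36 was lower on CR than on C by -0.53 on the log2 scale (permutation within age p = 0.010, adjusted p = 0.020), and MF minus C was 0.33 (permutation p = 0.085, adjusted p = 0.11). The lower mean on CR lay at 24 months (9.66 on CR, n = 6, and 10.66 on C, n = 8) and 28 months (10.32, n = 5, and 11.04, n = 8), while the CR mean was the higher at 12 months (10.31, n = 6, and 10.18, n = 7) and at 6 months (10.40, n = 6, and 9.17, n = 4).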

A correlation analysis between plasma Fgf21 and *Cd36* expression levels showed a positive significant association (Fig. 4b). Intriguingly, beta-Klotho gene (*Klb*), a co-receptor component that is required for Fgf21 metabolic activity^33^,^34^, was included in this module. The expression of *Klb* decreased with the increase of plasma Fgf21 (Fig. 4c). In addition, strong inverse correlations with *Klb* expression were also observed for body weight and IHTG (Supplementary Fig. S4a). 

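Klb, which encodes the co-receptor that lets FGF receptors bind Fgf21, had a slope of -0.38 ± 0.11 (standard error) per log2 unit of liver Fgf21 (adjusted p = 0.038 from limma). Its correlation with liver Fgf21 was r = -0.39 (permutation p = 0.0018, adjusted p = 0.0080 over 12 genes) and rho = -0.36 (permutation p = 0.0041, adjusted p = 0.016), and r = -0.35 without the 2 livers farthest from the median of Fgf21. Within MF, C and CR mice r was -0.35, 0.03 and -0.08 (permutation p = 0.11, 0.88 and 0.75, not adjusted), so no relation was detectable within single diets. At 12, 24 and 28 months r was -0.54, -0.44 and -0.21. Over 12 to 28 months, Klb was higher on CR than on C by 0.36 ± 0.08 (adjusted p = 0.0013 from limma, permutation within age p = 1e-05, the smallest that 100000 resamples can give). The mean on CR and on C was 9.43 (n = 6) and 8.85 (n = 7) at 12 months, 9.12 (n = 6) and 9.06 (n = 8) at 24 months, and 9.42 (n = 5) and 8.99 (n = 8) at 28 months. The mean of MF minus C was -0.15 (permutation within age p = 0.088, adjusted p = 0.11), and that of 6 months minus older mice 0.10 (permutation within diet p = 0.22).

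**Figure D3:**
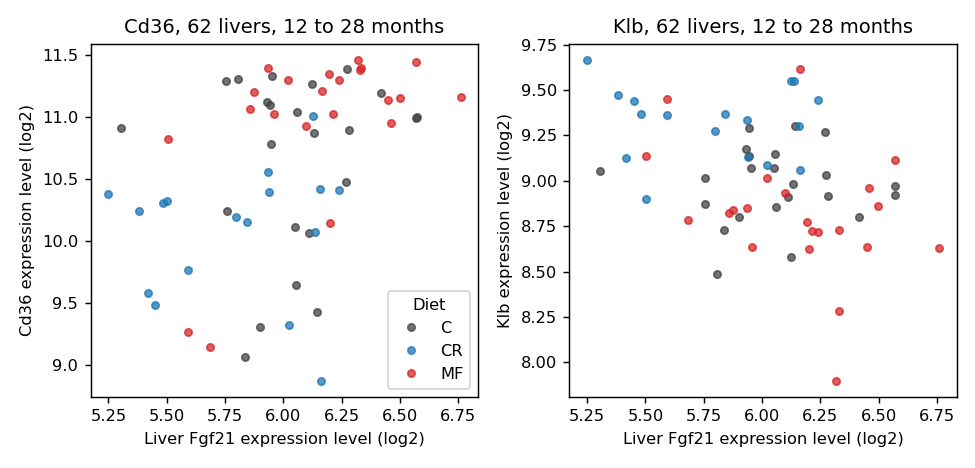
Expression level of Cd36 (left) and Klb (right) on the vertical axes against the liver Fgf21 expression level on the horizontal axes, all log2. Each point is 1 of 62 livers of 12 to 28 months, coloured by diet (C grey, CR blue, MF red). Cd36 rises (r = 0.42) and Klb falls (r = -0.39) as Fgf21 rises. The CR mice have the highest mean Klb and the lowest mean Fgf21 at each age, and the points of the diets overlap.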

We also examined plasma Fgf21 correlation with the liver gene expression levels of the 4 members of the Fgf receptor family and observed a significant negative correlation with *Fgfr2* and *Fgfr4* expression, similarly to *Klb* (Supplementary Fig. S4b).

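Of the 4 FGF receptor genes, Fgfr4, the receptor with the most prominent expression in hepatocytes, fell with liver Fgf21 by correlation (r = -0.34, permutation p = 0.0065, adjusted p = 0.019, rho = -0.28, adjusted permutation p = 0.046). Its r was -0.36 without the 2 livers farthest from the median of Fgf21. It was -0.58 within MF mice and -0.13 within both C and CR mice (permutation p = 0.0042, 0.57 and 0.62, not adjusted), where no relation was detectable, and -0.38, -0.38 and -0.31 at 12, 24 and 28 months. Its slope was -0.27 ± 0.09 (standard error, adjusted p = 0.083 from limma). Fgfr2 had r = -0.22 (permutation p = 0.089, adjusted p = 0.11) and rho = -0.19 (adjusted permutation p = 0.16). Within C, CR and MF mice its r was 0.19, -0.14 and -0.18, and -0.46, -0.32 and 0.03 at 12, 24 and 28 months. Fgfr3 had r = -0.22 (adjusted permutation p = 0.11) and rho = -0.24 (adjusted permutation p = 0.091), with r = -0.35, -0.34 and -0.51 within C, CR and MF mice and -0.35, 0.04 and -0.39 at 12, 24 and 28 months. Fgfr1 had r = -0.11 (adjusted permutation p = 0.38) and rho = -0.07 (adjusted permutation p = 0.57). As a list, Klb and the 4 receptor genes had a median slope of -0.17 (camera adjusted p = 0.0075, adjusted p = 0.13 with an estimated correlation), with Klb the 1 of 5 that passed the test, and 2 falling when adjusted over the list alone.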

Next, we investigated which biological processes are represented by the genes in the MEturquoise module, by using IPA. Figure 4d shows the liver-specific functions with p-value < 0.01 and the 5 most significant regulators identified by IPA, which were ranked by p-value. Predicted activation/inhibition z-scores are displayed when available. The liver-specific functions associated with this module included hepatic steatosis and cholestasis, but the most significant function was the hepatocellular carcinoma (HCC). A number of genes related to HCC functions were identified in this module, including collagen type I, alpha 2 (*Col1a2*), matrix metallopeptidase 14 (*Mmp14*), frizzled-related protein (*Frzb*), dickkopf WNT signalling pathway inhibitor 3 (*Dkk3*), glutamate-ammonia ligase (*Glul*), and cyclin D1 (*Ccnd1*). The functions of these genes include extracellular matrix formation/angiogenesis (*Col1a2* and *Mmp14*), inhibitors of Wnt signalling (*Frzb* and *Dkk3*), and regulation of Wnt target genes (*Glul* and *Ccnd1*). 

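Of Col1a2, Mmp14, Frzb, Dkk3, Glul and Ccnd1, the glutamine synthetase gene Glul rose with liver Fgf21 over the 62 livers, by 0.23 ± 0.07 (standard error) per log2 unit (adjusted p = 0.046 from limma, r = 0.38 with permutation p = 0.0020 and adjusted p = 0.0080, rho = 0.37 with adjusted permutation p = 0.016). Without the 2 livers farthest from the median of Fgf21 r was 0.42. It was 0.53 within MF mice, 0.19 within C mice and -0.13 within CR mice (permutation p = 0.0096, 0.38 and 0.61, not adjusted), with no relation detectable in the C and CR mice, and 0.42, 0.29 and 0.44 at 12, 24 and 28 months. The collagen gene Col1a2 had r = 0.28 (permutation p = 0.026, adjusted p = 0.058) and rho = 0.31 (adjusted permutation p = 0.031), and the matrix protease gene Mmp14 r = 0.26 (permutation p = 0.043, adjusted p = 0.070) and rho = 0.31 (adjusted permutation p = 0.031). The cell cycle gene Ccnd1 had r = 0.28 (permutation p = 0.029, adjusted p = 0.058) and rho = 0.31 (adjusted permutation p = 0.031). The Wnt inhibitor genes Dkk3 and Frzb had r = 0.25 (permutation p = 0.047, adjusted p = 0.070) and r = 0.19 (permutation p = 0.14, adjusted p = 0.15), with rho = 0.22 and 0.23 (adjusted permutation p = 0.11 and 0.098). Within the C, CR and MF mice the r of Col1a2 was -0.04, -0.07 and 0.25, that of Mmp14 0.30, 0.08 and -0.09, that of Ccnd1 0.23, -0.01 and 0.26, that of Dkk3 -0.12, 0.07 and 0.17, and that of Frzb -0.03, -0.30 and 0.18. At 12, 24 and 28 months r was above 0 for all 5: Col1a2 0.40, 0.23 and 0.32, Mmp14 0.32, 0.41 and 0.19, Ccnd1 0.38, 0.07 and 0.40, Dkk3 0.23, 0.26 and 0.44, and Frzb 0.12, 0.26 and 0.21. Of 24 extracellular matrix genes none passed the test of the slope in limma, alone or when adjusted over the list alone, and their median slope was 0.23 (camera adjusted p = 3.1e-05, adjusted p = 0.42 with an estimated correlation). With the diet and age groups as covariates this median was -0.00.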

The expression levels of these genes were significantly correlated with plasma Fgf21 levels (Fig. 4e), demonstrating that plasma Fgf21 level is associated with HCC-related signalling. Moreover, the identification of predicted upstream regulators further confirmed the association of this module with hepatocellular carcinoma (Fig. 4d): predicted inhibition of hepatocyte nuclear factor 4α and 1α (HNF4A and HNF1A), both are tumor suppressor regulators, while rapamycin-insensitive companion of mTOR (RICTOR) and mitogen-activated protein 4 kinase 4 (MAP4K4), factors involved in cancer development, were activated. 

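Of 30 target genes of HNF4A, the factor that keeps up hepatocyte functions, 2 rose with liver Fgf21, 2 fell and 26 did not pass the test (3 rising and 10 falling when adjusted over the list alone). The blood coagulation factor gene F7 had a slope of -0.39 ± 0.08 (standard error) and the lipoprotein gene Apom of -0.39 ± 0.10, while the lipoprotein gene Apoa4 rose by 0.40 ± 0.10 and Mttp, which loads lipoproteins with fat, by 0.19 ± 0.05. The median slope was -0.14 (camera adjusted p = 0.0012, adjusted p = 0.36 with an estimated correlation). The mRNAs of the regulators themselves did not pass the test: Hnf4a had a slope of 0.04 ± 0.07, Rictor of -0.12 ± 0.06 and Map4k4 of 0.14 ± 0.10 (adjusted p = 0.86, 0.24 and 0.51 from limma). From the liver functions and genes of the module, with the predicted regulators as further evidence, the paper concludes that the module is associated with hepatocellular carcinoma.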

X-box binding protein (XBP1) was also identified as one of the top upstream regulators.

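Of 46 target genes of XBP1, which raises the folding and secretory capacity of the endoplasmic reticulum, 1 rose with liver Fgf21, 2 fell and 43 did not pass the test (1 rising and 8 falling when adjusted over the list alone). Sec24d, a coat protein gene of transport vesicles, rose by 0.39 ± 0.08 (standard error), and the translocon genes Tram1 and Ssr4 had slopes of -0.22 ± 0.05 and -0.20 ± 0.05. The median slope was -0.07 (camera adjusted p = 0.0055, adjusted p = 0.67 with an estimated correlation), and it was 0.02 with the diet and age groups as covariates. Xbp1 mRNA itself had a slope of -0.01 ± 0.10 (adjusted p = 0.98 from limma).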

### The elevated plasma Fgf21 levels in young animals without accumulation of IHTG were related to the up-regulation of lipid metabolism by PPARα, PPARGC1α and PPARγ

To elucidate the functions of the genes associated with the elevated Fgf21 plasma level at young age without accumulation of IHTG, WGCNA analysis was performed with the inclusion of the 6-month-old animals. For this purpose, we searched for a gene module that was significantly associated with plasma Fgf21, but not with IHTG, and we found that module MEgreen (1286 genes) fulfilled this criterion (Supplementary Fig. S5a). This module has a significant correlation with Fgf21 (r = 0.44, *p* < 0.0001), but not with IHTG (r = 0.004, *p *= 1). 

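Within the 16 livers of 6 months, with diet as a covariate, 58 genes rose and 61 fell with liver Fgf21. Gadd45b, a stress response gene, rose by 1.54 ± 0.15 (standard error) per log2 unit of Fgf21 (adjusted p = 0.00021 from limma), and Prrg4 by 1.38 ± 0.21 (adjusted p = 0.013). Jun, a transcription factor gene of the immediate stress response, rose by 0.89 ± 0.15. The ectoenzyme gene Enpp3 had a slope of -0.54 ± 0.07 (adjusted p = 0.0089), and Dsg1c, a gene of cell adhesion, of -1.09 ± 0.17 (adjusted p = 0.013). The coagulation genes had a lower median slope than other genes (-0.12, camera adjusted p = 1.2e-06, adjusted p = 0.014 with an estimated correlation), with 0 of 21 passing the test in limma alone and 1 falling when adjusted over the list alone. Of 24 complement genes 1 fell, C2 (-0.29 ± 0.05), and 23 did not pass (6 falling when adjusted over the list alone), with a camera adjusted p of 1.3e-07 and an adjusted p = 0.014 with an estimated correlation. Markers of other cell types went both ways. Of 10 Kupffer cell markers 0 passed alone and 4 fell when adjusted over the list alone. Their median slope was -0.23 (camera adjusted p = 0.00011, adjusted p = 0.15 with an estimated correlation). Markers of infiltrating macrophages had a median slope of 0.22 (camera adjusted p = 0.015, adjusted p = 0.59 with an estimated correlation). Without the 2 livers farthest from the median of Fgf21, 1 gene rose and 0 fell in limma, where 1313 genes had an unadjusted p under 0.05. The gene counts thus did not hold without those livers, while camera called 11 lists higher and 9 lower (10 and 10 with all livers). Whether the lower number of livers alone accounts for the lost genes was not tested. Array weights gave 125 rising genes, and 37 genes fell with no covariate. Quantile normalization gave 105 rising and 101 falling genes. With the replicate number of the mice as a block 0 rose and 0 fell in limma (1650 at an unadjusted p under 0.05).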

To screen for the genes strongly correlated with the plasma Fgf21, we filtered for the genes with a correlation coefficient larger than 0.4. 

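Of 44 PPARα target genes, 3 rose with liver Fgf21 in the 6-month-old livers, 0 fell and 41 did not pass the test (27 rising when adjusted over the list alone). Pdk4, a kinase gene that holds back glucose oxidation, rose by 2.37 ± 0.44 (standard error) per log2 unit of Fgf21 (adjusted p = 0.018 from limma) and the lipid droplet protein gene Cidec by 1.44 ± 0.25 (adjusted p = 0.015). The median slope of the list was 0.39 (camera adjusted p = 1.6e-22, adjusted p = 0.21 with an estimated correlation). Of 18 genes of mitochondrial β-oxidation and the carnitine shuttle, 0 passed alone in limma and 5 rose when adjusted over the list alone, with a median slope of 0.21 (camera adjusted p = 1.4e-06, adjusted p = 0.41 with an estimated correlation). The genes of fatty acid elongation and acyl-CoA release had a median slope of 0.16 (camera adjusted p = 4.0e-05, adjusted p = 0.15 with an estimated correlation), with 0 of 19 passing alone in limma and 7 rising when adjusted over the list alone. The thioesterase gene Acot3 had a slope of 1.14 ± 0.27 and G0s2, an inhibitor of fat breakdown, of 1.36 ± 0.34 (adjusted p = 0.060 and 0.079). The mRNAs of Ppara (0.09 ± 0.08), Ppargc1a (-0.14 ± 0.18) and Pparg (-0.07 ± 0.21) did not pass the test. At an unadjusted p under 0.05, 1931 of 14674 genes had a slope.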

IPA of biological functions revealed that these genes play a role in lipid metabolism (top 3 functions/regulators are listed in Supplementary Fig. S5b) and IPA identified peroxisome proliferator-activated receptor α (PPARα), peroxisome proliferator-activated receptor γ coactivator 1-α (PPARGC1α), and PPARγ as the predicted upstream regulators.

### NRF2 and PPARα targets, pathways differentially up-regulated by NAFLD, were linked to Fgf21

Next, to determine the relevance of Fgf21 in the NAFLD-related pathways, we first identified the pathways differentially regulated in the animals with NAFLD by performing GSEA. Then, we explored the differentially regulated pathways in NAFLD for their link to Fgf21. 

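Livers of CR mice of 12 to 28 months had 1325 genes higher and 1149 lower than livers of C mice (limma, 78 livers), with a fold of at least 1.5 in 81 and 90 of them. Ppp1r3g, which drives glycogen synthesis after meals, was higher by 2.20 ± 0.18 (standard error) on the log2 scale, and Acly, which makes acetyl-CoA for lipid synthesis, by 1.30 ± 0.15. Cidea and Cidec, which enlarge lipid droplets, were lower by -2.29 ± 0.37 and -2.22 ± 0.33, and the acute phase genes Saa2 and Lcn2 by -1.83 ± 0.40 and -1.61 ± 0.28. Of 20 cholesterol synthesis genes, 19 were higher, 0 were lower and 1 did not pass (19 higher when adjusted over the list alone), among them Lss (1.21 ± 0.15) and Sqle (1.13 ± 0.28), enzymes of the sterol ring. Camera gave an adjusted p of 8.9e-20, and an adjusted p = 0.17 with an estimated correlation. Of 19 genes of de novo lipogenesis, 14 were higher, 0 were lower and 5 did not pass (14 higher when adjusted over the list alone), among them the fatty acid synthase gene Fasn (0.88 ± 0.13), with a camera adjusted p of 7.7e-11 and an adjusted p = 0.18 with an estimated correlation. Of 18 lipid droplet genes 8 were lower, 0 were higher and 10 did not pass (9 lower when adjusted over the list alone, camera adjusted p = 1.6e-05, adjusted p = 0.42 with an estimated correlation). Of 22 interferon response genes 10 were lower, 0 were higher and 12 did not pass (12 lower and 1 higher when adjusted over the list alone), such as Ifit1 (-0.82 ± 0.17). Markers of infiltrating macrophages were lower with them, 5 of 12, such as Gpnmb (-1.22 ± 0.35). Camera gave these lists adjusted p values of 1.9e-05 and 0.0022, and adjusted p = 0.64 for both with an estimated correlation. Markers of T and NK cells (median -0.24), stellate cell markers (-0.09) and extracellular matrix genes (-0.16) were also lower as lists. Camera gave adjusted p values of 0.025, 0.044 and 0.00019, and adjusted p = 0.65, 0.64 and 0.64 with an estimated correlation. Of 12 sinusoidal endothelial markers 6 were higher and 2 lower, though not as a list (camera adjusted p = 0.14).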

The gene expression data of 12, 24, and 28-month old animals were analysed with the exclusion of the CR group, since the latter group has a markedly different gene expression profile^19^. Forty-five animals were included in the microarray analysis (32 and 13 animals, with and without NAFLD, respectively). 

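The 45 C and MF livers of 12 to 28 months were compared by the NAFLD record of each mouse with limma, without covariates. Of 14675 genes, 215 were higher and 123 lower in NAFLD, and 37 and 12 of them had a fold of at least 1.5. The median absolute change of the genes that passed was 0.28 on the log2 scale. Of 18 lipid droplet genes 7 were higher, 0 were lower and 11 did not pass (9 higher when adjusted over the list alone). Camera gave this list an adjusted p of 4.3e-10, and an adjusted p = 0.082 with an estimated correlation. Mogat1, an enzyme of triglyceride synthesis, rose by 1.11 ± 0.18 (standard error, adjusted p = 0.00024). The glycerol channel gene Aqp7 rose by 1.40 ± 0.31 (adjusted p = 0.0082). Pparg, a driver of fat storage, rose by 0.61 ± 0.12 and Cd36 by 0.90 ± 0.18 (adjusted p = 0.0027 for both). The receptor gene Adgrf1 changed by -1.74 ± 0.26 (adjusted p = 9.5e-05), the organic anion transporter gene Slc22a7 by -0.94 ± 0.18 (adjusted p = 0.0017), the leptin receptor gene Lepr by -0.79 ± 0.18 (adjusted p = 0.012) and the growth factor receptor gene Egfr by -0.64 ± 0.15 (adjusted p = 0.0096). Hsd3b5, a steroid enzyme gene of male livers, changed by -2.77 ± 0.77 and Cyp7b1, an enzyme of the alternative bile acid pathway, by -0.75 ± 0.20. Fgf21 itself was 6.17 ± 0.25 (SD, n = 32) in NAFLD and 5.93 ± 0.37 (n = 13) without it, a difference of 0.24 ± 0.09 (standard error, adjusted p = 0.18 over all genes, permutation p = 0.014 with an adjusted p of 0.054 over the comparisons of Fgf21). The count of genes moved with single mice: without replicate 6 of C at 12 months it was 136 higher and 65 lower, without replicate 3 of C at 28 months 212 were lower, and without replicate 5 of MF at 12 months 75 were lower. With array weights 376 were higher and 223 lower, and with diet and age as covariates 284 were higher and 109 lower. In subsets with fewer mice, 3 were higher within C mice alone and 1 at 24 and 28 months alone. Within MF mice alone 0 changed (unadjusted p under 0.05 for 995 genes).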

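Of 44 gene lists fixed in advance, camera called 15 higher and 13 lower in NAFLD, adjusted over the 44 lists. With the correlation between the genes of a list estimated from these livers in place of the preset 0.01, it called 0 of them, and the smallest adjusted p was 0.082. The directional test fry, which does not compare a list with other genes, called 8 higher and 5 lower. The lists overlap, and Fgf21, Cidea and Cidec belong to the PPARα target list. At 24 and 28 months alone 9 lists were higher.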

The GSEA results (based on FDR q value < 0.01), presented in Tables 3 and 4, revealed that 18 and 12 pathways were up- and down-regulated in NAFLD, respectively (lists of pathways with FDR q value < 0.05 is available in Supplementary Tables S4 and S5). The up-regulated pathways were dominated by pathways related to oxidative stress (nuclear factor (erythroid-derived 2)-like 2 or NRF2 targets, glutathione metabolism), energy and lipid metabolism (PPARα targets, oxidative phosphorylation and electron transport chain and fatty acid metabolism). 

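In NAFLD 11 of 45 PPARα target genes were higher, 0 were lower and 34 did not pass the test (19 higher when adjusted over the list alone), with a median log2 difference of 0.20. Camera gave the list an adjusted p of 5.9e-19, and an adjusted p = 0.15 with an estimated correlation. Of 36 NRF2 target genes, which defend against oxidants, 6 were higher, 0 were lower and 30 did not pass (17 higher when adjusted over the list alone), among them Ugdh (0.36 ± 0.07, standard error), which supplies glucuronidation. Camera gave an adjusted p of 7.9e-11, and an adjusted p = 0.082 with an estimated correlation. Of 34 genes of glutathione metabolism 5 were higher, 0 were lower and 29 did not pass (10 higher and 1 lower when adjusted over the list alone), among them Gclc (0.29 ± 0.08), the first enzyme of glutathione synthesis, and the transferase gene Mgst3 (0.48 ± 0.14), with a camera adjusted p of 0.00014 and an adjusted p = 0.20 with an estimated correlation. Of 67 genes of oxidative phosphorylation 0 passed the test in limma, alone or when adjusted over the list alone, and the median difference was 0.04 (camera adjusted p = 0.0016, adjusted p = 0.65 with an estimated correlation). It was 0.00 within MF mice alone and -0.04 with the CR mice included. Of 18 genes of mitochondrial β-oxidation 0 passed in limma alone and 3 were higher when adjusted over the list alone (camera adjusted p = 9.5e-05, adjusted p = 0.36 with an estimated correlation). Of 19 genes of fatty acid elongation and acyl-CoA release 1 was higher, the thioesterase gene Acot2 (1.02 ± 0.24), and 18 did not pass (3 higher when adjusted over the list alone, camera adjusted p = 0.00091, adjusted p = 0.19 with an estimated correlation). Of 42 lysosome genes 6 were higher, such as Hexa (0.43 ± 0.10) and Arsa (0.35 ± 0.09), enzymes that break down glycolipids, and 36 did not pass (8 higher when adjusted over the list alone, camera adjusted p = 3.1e-05, adjusted p = 0.25 with an estimated correlation).

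**Figure D4:**
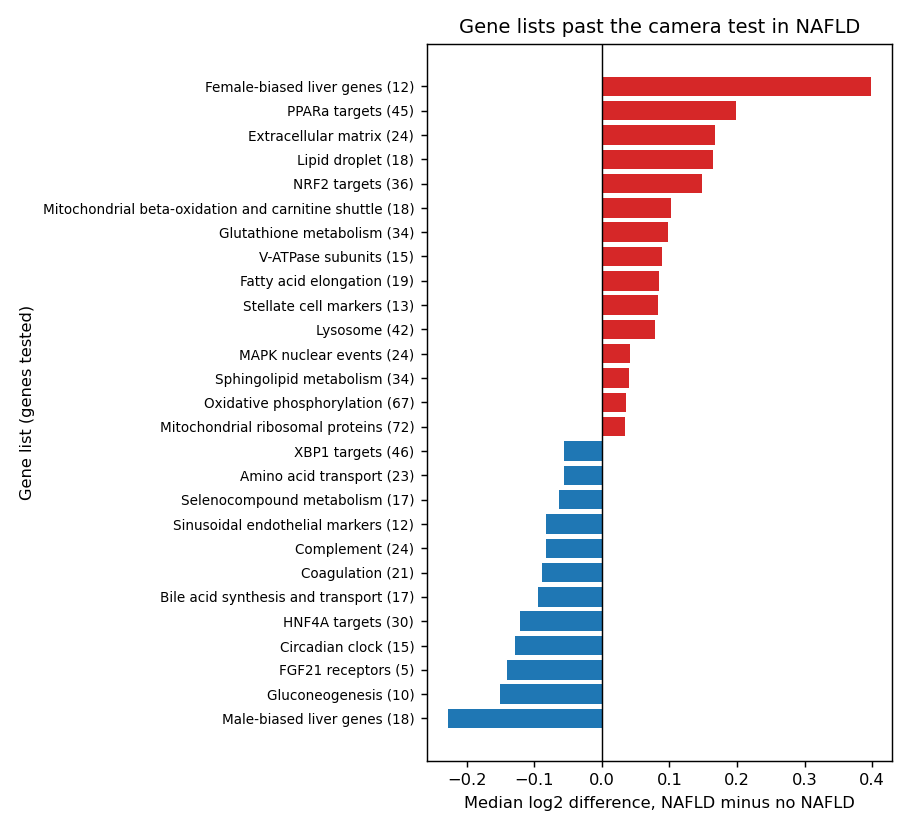
Median log2 difference between 32 mice with and 13 mice without NAFLD (horizontal axis) for gene lists past the camera test at its preset correlation (vertical axis, number of genes tested in brackets). Red bars are lists called higher and blue bars lists called lower, and PPARα targets stand at 0.20 and NRF2 targets at 0.15.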

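Of 24 complement genes 0 were higher in NAFLD, 3 were lower and 21 did not pass the test (8 lower when adjusted over the list alone), with a median log2 difference of -0.08. C8b, a part of the membrane attack complex, changed by -0.55 ± 0.13 (standard error, adjusted p = 0.013 from limma) and C1ra, a protease of the classical pathway, by -0.22 ± 0.05 (adjusted p = 0.0082). Camera gave the list an adjusted p of 2.6e-06, and an adjusted p = 0.082 with an estimated correlation. Of 21 coagulation genes 1 was lower, F7 (-0.29 ± 0.07), 0 were higher and 20 did not pass (10 lower when adjusted over the list alone, camera adjusted p = 2.9e-07, adjusted p = 0.082 with an estimated correlation). Of 30 HNF4A target genes 5 were lower, such as Apom (-0.37 ± 0.07) and the tyrosine aminotransferase gene Tat (-0.30 ± 0.08), 2 were higher, the lipoprotein genes Apoa4 (0.26 ± 0.07) and Apoc2 (0.22 ± 0.06), and 23 did not pass (2 higher and 9 lower when adjusted over the list alone). Camera gave an adjusted p of 2.1e-06, and an adjusted p = 0.19 with an estimated correlation. Of 23 amino acid transporter genes 2 were lower, Slc43a1 (-0.59 ± 0.14) and Slc38a2 (-0.37 ± 0.08), 0 were higher and 21 did not pass (4 lower when adjusted over the list alone, camera adjusted p = 0.011, adjusted p = 0.20 with an estimated correlation). Of 12 markers of sinusoidal endothelial cells, which do not belong to the hepatocytes, 0 passed in limma, alone or when adjusted over the list alone, and their median difference was also -0.08 (camera adjusted p = 0.0043, adjusted p = 0.20 with an estimated correlation). Lists outside the hepatocytes went both ways. Higher by camera were stellate cell markers, 0.08 (camera adjusted p = 0.037, adjusted p = 0.54 with an estimated correlation), and extracellular matrix genes 0.17 (camera adjusted p = 0.0001, adjusted p = 0.42 with an estimated correlation). Markers of infiltrating macrophages (0.23) and of T and NK cells (0.14) did not pass as lists (camera adjusted p = 0.084 and 0.062), nor did those of neutrophils (-0.11, camera adjusted p = 0.24). At 24 and 28 months alone the medians of the extracellular matrix, stellate cell and infiltrating macrophage lists were -0.04, -0.03 and -0.20, and that of stellate cells was -0.02 with diet and age as covariates.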

The down-regulated pathways included various complement cascades pathways. Interestingly, NRF2 and PPARα targets, the 2 most significantly enriched up-regulated pathways, contained genes that have been previously identified for their strong correlation with IHTG^35^: NAD(P)H dehydrogenase quinone 1 (*Nqo1*), sulfiredoxin 1 (*Srxn1*), cell death-inducing DFFA-like effector a (*Cidea*) and c (*Cidec*). 

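Nqo1, a quinone reductase of the NRF2 response, had an expression level of 6.66 ± 0.36 (SD, n = 32) in NAFLD and 6.05 ± 0.47 (n = 13) without it, a log2 difference of 0.61 ± 0.13 (standard error, adjusted p = 0.0047 from limma). Of the 32 mice with NAFLD, 30 were above the median of those without. Srxn1, which reactivates peroxiredoxins, was 8.50 ± 0.25 and 8.16 ± 0.15, a difference of 0.35 ± 0.07 (adjusted p = 0.0048), with 29 of the 32 above that median. Cidea had the largest rise of all genes that passed the test, from 5.08 ± 1.06 to 7.58 ± 1.05 (difference 2.497 ± 0.334, adjusted p = 2.4e-05, 31 mice above the median). Cidec, which fuses lipid droplets, rose from 7.68 ± 1.02 to 9.56 ± 0.80 (difference 1.87 ± 0.27, adjusted p = 9.5e-05, 32 mice above the median). The difference between mice with and without NAFLD was not found to differ between C and MF in limma, where 0 genes passed the interaction test and 399 had an unadjusted p under 0.05.

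**Figure D5:**
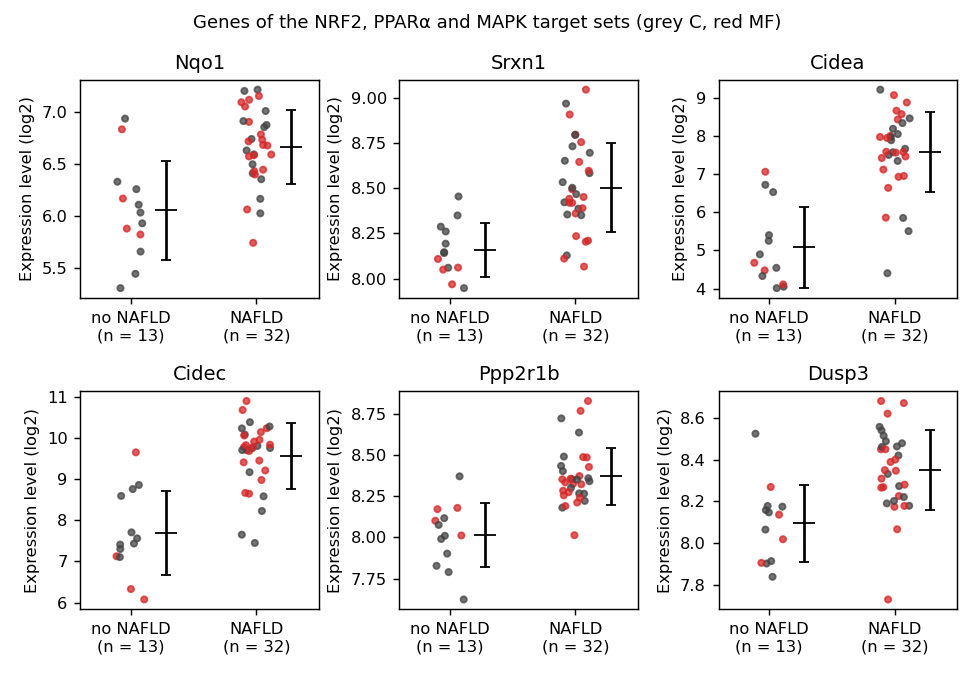
Expression level (log2, vertical axes) of Nqo1, Srxn1, Cidea, Cidec, Ppp2r1b and Dusp3 in 13 mice without and 32 mice with NAFLD (horizontal axes). Each point is 1 mouse (C grey, MF red) and the black bars are the mean ± SD. All 6 genes have a higher mean in NAFLD, and the points of the groups overlap for each gene.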

Genes in the core enrichment of NRF2 and PPARα targets are listed in Supplementary Tables S6 and S7. The gene expression levels of these genes were analysed for their correlation with IHTG, which revealed highly significant correlations (p < 0.0001; Fig. 5a,b). Although not as strong, the expression levels of these genes were also significantly correlated with the plasma Fgf21 levels. Thus, the differentially regulated PPARα and NRF2 target genes were pointed out to be the link between plasma Fgf21 levels and IHTG content during NAFLD.

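In the 45 C and MF livers, Cidec correlated with liver Fgf21 with r = 0.57 (permutation p = 5e-05, adjusted p = 0.0003 over 6 genes) and rho = 0.48 (adjusted permutation p = 0.0056). Its r was 0.55 without the 2 livers farthest from the median of Fgf21. It was 0.36 within C and 0.71 within MF mice, and 0.72, 0.38 and 0.57 at 12, 24 and 28 months. Cidea had r = 0.38 (permutation p = 0.011, adjusted p = 0.027) and rho = 0.29 (adjusted permutation p = 0.060), and r = 0.37 without those livers. Its r was 0.19 within C mice, where no relation was detectable, and 0.54 within MF mice (permutation p = 0.39 and 0.0081, not adjusted), and 0.61, 0.18 and 0.39 at 12, 24 and 28 months. The NRF2 target genes Nqo1 and Srxn1 did not pass the adjusted test. Nqo1 had r = 0.31 (permutation p = 0.040, adjusted p = 0.059) and rho = 0.29 (adjusted permutation p = 0.060), with r = 0.30 without those livers, 0.06 within C and 0.57 within MF mice. Srxn1 had r = 0.23 (permutation p = 0.13) and rho = 0.28 (adjusted permutation p = 0.060), with 0.25 within C and 0.23 within MF mice, and with 0.56, -0.40 and 0.48 at 12, 24 and 28 months. From the correlations of these genes with IHTG and plasma Fgf21, the paper reasons that PPARα and NRF2 target genes are the link between plasma Fgf21 and IHTG during NAFLD.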

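Of 24 genes of nuclear events of MAPK signalling, which carry growth and stress signals to transcription factors, 2 were higher in NAFLD, 0 were lower and 22 did not pass the test (2 higher when adjusted over the list alone). The median log2 difference was 0.04 (camera adjusted p = 0.014, adjusted p = 0.25 with an estimated correlation). Map4k4 itself had a difference of 0.08 ± 0.08 (standard error, adjusted p = 0.74 from limma). With liver Fgf21 over the 62 livers, 4 genes of the list rose, 0 fell and 20 did not pass (4 rising when adjusted over the list alone), among them the transcription factor gene Jun by 0.94 ± 0.19 per log2 unit. Camera gave this slope an adjusted p of 0.046, and an adjusted p = 0.37 with an estimated correlation.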

Notably, MAPK targets was also among the pathways enriched in the NAFLD-differentially regulated pathway (full list of genes in core enrichment of MAPK targets in Supplementary Table S8). This is in line with the finding of MAP4K4 activation in Fig. 4d.. 

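Ppp2r1b, a scaffold subunit of protein phosphatase 2A, was 8.37 ± 0.17 (SD, n = 32) in NAFLD and 8.01 ± 0.19 (n = 13) without it, a log2 difference of 0.36 ± 0.06 (standard error, adjusted p = 0.0003 from limma), and all 32 mice with NAFLD were above the median of those without. Dusp3, a phosphatase that switches off MAP kinases, was 8.35 ± 0.19 and 8.09 ± 0.19, a difference of 0.26 ± 0.06 (adjusted p = 0.016), with 30 mice above that median. Dusp3 correlated with liver Fgf21 in the 45 livers with r = 0.37 (permutation p = 0.013, adjusted p = 0.027) and rho = 0.40 (adjusted permutation p = 0.021), and with r = 0.40 without the 2 livers farthest from the median of Fgf21. Its r was 0.45 within C and 0.30 within MF mice, and 0.64, 0.24 and 0.27 at 12, 24 and 28 months. Ppp2r1b had r = 0.27 (permutation p = 0.075, adjusted p = 0.090) and rho = 0.29 (adjusted permutation p = 0.060), with 0.35 within C and 0.12 within MF mice, and with 0.50, -0.01 and 0.33 at 12, 24 and 28 months.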

The top MAPK target genes, protein phosphatase 2, regulatory subunit A, beta (*Ppp2r1b*) and dual specificity phosphatase 3 (*Dusp3*), showed significant correlations to both IHTG content and plasma Fgf21 levels (Fig. 5c). Therefore, this signifies the association of plasma Fgf21 with liver cancer-related signalling.

### Gene expression response to PPARα activation demonstrates its dysregulation in NAFLD

Based on the essential role of PPARα in lipid homeostasis, we further investigated whether the dysregulation of PPARα in NAFLD extends to an altered response when the system is challenged. To examine the response of PPARα, prior to each sacrifice the PPARα agonist Wy-14,643 (Wy) substance was administered to half of the mice of each intervention group, while the other half of the group received mock treatment. A number of PPARα target genes, including *Fgf21*^36^,^37^, were analysed by Q-PCR, namely monoacylglycerol O-acyltransferase 1 (*Mogat1*), G0/G1 switch 2 (*G0s2*), acyl-CoA thioesterase 3 (*Acot3*), hydroxymethyl glutary coenzyme A reductase (*Hmgcr*) (Fig. 6a–e). These genes were selected to represent different functions regulated by PPARα (lipogenesis: *Mogat1*; lipolysis: *G0s2*; fatty acid oxidation: *Acot3*; cholesterol metabolism: *Hmgcr*), As shown in Fig. 6a, Wy treatment led to induced hepatic *Fgf21* expression and the 2-way ANOVA test indicated an interaction between NAFLD and the Wy response. Intriguingly, animals with NAFLD exhibited an augmented response to the treatment. Similarly to *Fgf21* expression, the induction of *Mogat1* and *Hmgcr* expression levels were stronger in the animals with NAFLD (Fig. 6b,e). However, not all genes demonstrated the stochastic response to Wy treatment. *G0s2* and *Acot3* expression levels were similarly up-regulated regardless of the presence of NAFLD (Fig. 6c,d). The expression of *Pparα* itself was also examined and the results in Fig. 6f show that the stimulation of PPARα did not differ between the animals with and without NAFLD. Although NAFLD presence did not alter the response to Wy treatment of all PPARα target genes, the expression profiles of *Fgf21, Mogat1* and *Hmgcr* underscore the dysregulation PPARα signalling pathway in NAFLD.

## Discussion

In our mouse aging cohort, NAFLD development started at middle-age in Control (C)- and medium-fat (MF)-exposed mice, but not in the calorie restricted (CR)-fed animals, which stayed lean over time. The prevalence of NAFLD in the *ad libitum* C- and MF-fed groups increased during aging, which reflects weight gain and aging as risk factors for developing NAFLD^38^. In this study, we applied a long-term exposure to a less extreme diet compared to previous studies^16^,^17^ by using a 25E% medium-fat diet to mimic the slow onset of NAFLD in the human population, which did not induce severe NAFLD. We assessed this by analysing the liver fibrosis marker, 4-hydroxyproline content, and observed a lower prevalence of liver fibrosis, compared to liver steatosis or benign NAFLD.

The analysis of plasma Fgf21 levels in the different intervention groups and ages suggests that there is an age-effect on plasma Fgf21 levels, although we did not observe a diet-dependent effect on plasma Fgf21 levels. We found that at the age of 6 months, some of the mice displayed a high level of plasma Fgf21 in the absence of elevated IHTG levels. A previous study in children has also revealed a lack of correlation between serum FGF21 and NAFLD parameters^39^, moreover another study showed an inverse correlation between FGF21 and hepatic damage^40^. The addition of serum FGF21 in a NAFLD diagnostic model for children and adolescent also failed to improve the diagnostic performance^32^. An age of 6 months in mice is equivalent to mature adult age (~30 years old in human)^41^ and does not correspond to a developmental period in childhood. However, both mice and human data support either an absence of correlation or different correlation between plasma Fgf21 and NAFLD in younger age groups. Overall, our results reveal that, with the exception of the 6-month-old animals, plasma Fgf21 levels significantly correlated with IHTG content and performed well as a plasma marker for NAFLD diagnosis. This is in agreement with the results of previous studies in humans^10^,^11^.

The pathogenesis of NAFLD is attributed to a multi-hit process that includes lipotoxicity, oxidative stress and endoplasmic reticulum (ER) stress. Liver fat accumulation involves excess fatty acid supply to the liver, which triggers fatty acid oxidation and, consequently, oxidative stress from microsomal enzymes and ER stress. We found that NRF2 and PPARα targets were the most significantly enriched up-regulated pathways in the animals with NAFLD. NRF2 acts as a protective measure against oxidative stress, by producing antioxidant proteins. Meanwhile, PPARα activation is crucial for maintaining the homeostasis of fatty acid metabolism by increasing mitochondrial β-oxidation, thereby reducing the potential for fatty acid-induced lipotoxicity^42^. In addition, the WGCNA followed by pathway analysis pointed XBP1 out as one of the predicted upstream regulators of *Fgf21*. The elevated expression of FGF21 has been described as a counteractive mechanism for ER stress, by modulating lipid metabolism^43^,^44^,^45^. Therefore, the up-regulation of Fgf21 in NAFLD appears to be a simultaneous protection against lipotoxicity, oxidative stress and ER stress in NAFLD.

Intriguingly, we found that plasma Fgf21 levels at young age were related to fatty acid oxidation (L-carnitine shuttle and β-oxidation), which also corresponds to PPARα activation. While this seems to be contradictory with the idea of PPARα activation as a protective measure for fatty liver, both mouse and human studies have reported that the increased mitochondrial activity and β-oxidation do not necessarily reflect an efficient electron transport chain^46^,^47^,^48^. The authors found that the electron transport chain in subjects with hepatic steatosis and/or obesity is inefficient^46^,^47^,^48^. Therefore, it is worthwhile noting that, despite the up-regulated fatty acid oxidation in both young animals without NAFLD and old animals with NAFLD, the up-regulation in old animals with NAFLD measurement might lead to perturbing consequences, such as hepatic oxidative stress.

The *in vivo* PPARα challenge performed in this study provides a novel insight into the ability of maintaining metabolic homeostasis. A dynamic measurement by using system perturbation or challenge tests are likely more valuable to define metabolic health or resilience, compared to more static measurements^49^. By performing the PPARα agonist treatment, we demonstrate that the PPARα response at the transcriptional level is partially altered in the presence of NAFLD. It appears that liver fat is the burden of the liver’s plasticity of lipid metabolism. A similar notion was reported by Hyotylainen and co-workers, showing that high liver fat markedly hampers the ability of the liver to adaptively regulate metabolism to meet the excessive demands on basic liver functions. As a consequence, individuals with NAFLD may be more vulnerable to various metabolic stressors on the liver^50^. This underlines that, although hepatic steatosis is considered benign (first hit), when the metabolic system faces a challenge (second/multiple hits), the ability to maintain or regain homeostasis might have been compromised.

Furthermore, we revealed the association between plasma Fgf21 and transcriptional changes related to hepatocellular carcinoma (HCC) development. The predicted regulators (HNF1A, HNF4A, RICTOR, MAP4K4), functional pathways and genes (Wnt target genes *Ccnd1* and *Glul*) associated with plasma Fgf21 suggest dysregulations of metabolic and proliferative pathways^51^,^52^, which are characteristics of a benign hepatocellular tumor. Although these dysregulations alone were not sufficient to induce carcinogenesis, it likely increases the susceptibility to HCC development. In line with this hypothesis, a pre-malignant stage in NAFLD has been shown to denote stress, inflammation and even apoptosis, which pre-condition and initiate pro-oncogenic signals^53^. This is supported by the evidence that both liver expression and circulating levels of FGF21 are increased in patients with hepatitis, cirrhosis and hepatocarcinoma^54^. Therefore, the population would likely benefit from the use of plasma Fgf21 as a biomarker of an early stage of NAFLD.

Although the association between plasma Fgf21 and HCC-related function is not as strong as its performance in reflecting the benign NAFLD stage, plasma Fgf21 might be beneficial in improving the performance of biomarkers for advanced stages of NAFLD. This has been suggested in the study of a NASH biomarker, that for the purpose of defining the stages of NASH, plasma CK-18 performs better than FGF21, but adding FGF21 to the CK-18 model significantly improved the performance^14^. We evaluated the combined analysis of plasma Fgf21 and CK-18 to detect NAFLD in our study, but it did not result in a higher accuracy compared to merely Fgf21 analysis. A plausible explanation for this observation is that our mice cohort modelled a rather mild NAFLD development, so that the addition of plasma CK-18, which represents advanced stages of NAFLD, did not effectively improve the analysis.

In this study, we discovered that the expression level of *Klb*, a critical co-receptor of the FGF receptors, was negatively correlated with plasma Fgf21, IHTG and body weight. In addition, the liver expression levels of the FGF receptors *Fgfr2* and *Fgfr4* showed similar patterns, although the declining expression levels were not as strong as observed for *Klb*. FGFR2 and FGFR4 proteins, along with FGFR1, have been shown to form a transmembrane complex with β-klotho to mediate the effects of FGF21 in adipocytes^55^. Although the type of FGF receptor that forms a complex with β-klotho protein in the liver is still unclear, this observation underlines the growing notion that metabolic system might develop a resistance to mediate the beneficial effect of Fgf21. The Fgf21 resistance due to its co-receptor alteration is an essential issue to be addressed during the further development of FGF21 as a novel pharmacological agent for metabolic diseases^56^. Both human and mice studies have reported increased FGF21 gene expression or circulating protein levels with obesity and/or metabolic syndrome^57^,^58^,^59^. One of these studies also demonstrated that the diet-induced obese mice with an elevated endogenous level of Fgf21 responded poorly to acute exogenous Fgf21 administration^59^. Since *Klb* plays a critical role in mediating Fgf21’s metabolic activity^34^,^60^, the declining *Klb* expression that occurs over a long-term obesity and/or hepatic steatosis development might result in Fgf21 resistance. Therefore, in order to assess the possibility of resistance to FGF21 treatment, the consequence of the down-regulation of critical FGF21 receptors/co-receptors in the liver on sensitivity to endo- and exogenous FGF21 warrants further investigation. It is worthwhile noting that, in the acute induction of obesity in mouse model, *Klb* expression was not altered in the obese state^59^.

Taken together, in this study, we demonstrate that plasma Fgf21 levels strongly reflects liver fat accumulation, confirming its potential as NAFLD marker. However, this association is age-dependent and does not apply at the age of 6 months in the C57BL/6J mice. The molecular link between plasma Fgf21 and IHTG levels was associated with dysregulation of both metabolic and cancer-related pathways. The up-regulated Fgf21 levels in NAFLD appears to be a measure to maintain homeostasis against the adverse effects in NAFLD, e.g. lipotoxicity, oxidative stress and endoplasmic reticulum stress. The elevated plasma Fgf21 is also associated with declining expression of *Klb*, its crucial co-receptor, which suggests a resistance to Fgf21. Therefore, although liver fat accumulation is a benign stage of NAFLD, the liver is likely more vulnerable to metabolic stressors and progress to end-stage liver disease. The *in vivo* PPARα challenge further demonstrates the dysregulation of PPARα signalling in the presence of NAFLD, which results in a stochastically increasing hepatic expression of *Fgf21*. In conclusion, Fgf21 plasma levels reflect liver fat accumulation and dysregulation of metabolic pathways at a transcriptional level in the liver of C57BL/6J mice.

## Additional Information

**How to cite this article**: Rusli, F. *et al*. Fibroblast growth factor 21 reflects liver fat accumulation and dysregulation of signalling pathways in the liver of C57BL/6J mice. *Sci. Rep*. **6**, 30484; doi: 10.1038/srep30484 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
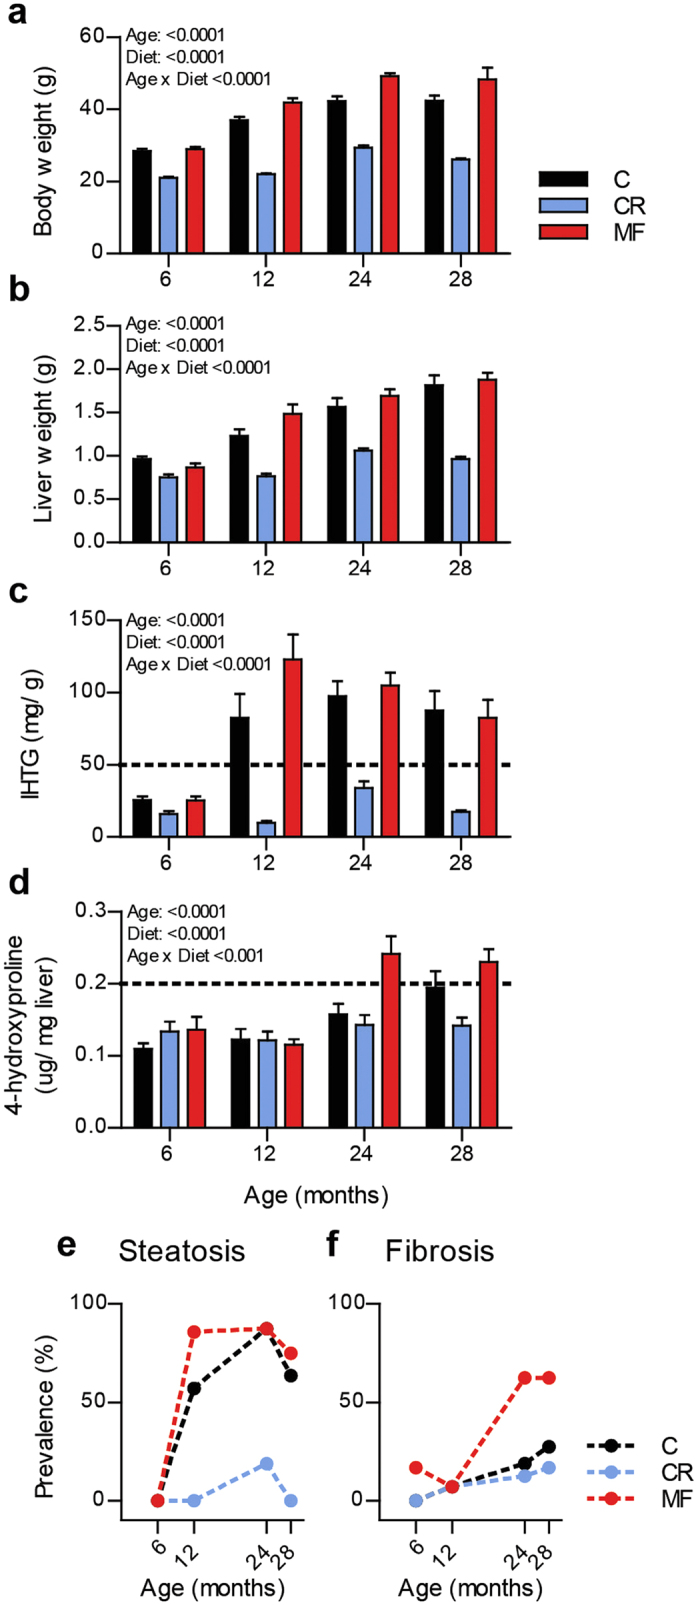
Physiological changes induced by the different dietary interventions at the age of 6, 12, 24, and 28 months. Body weight (**a**) liver weight (**b**) and IHTG content (**c**) dramatically increased over time, except for the CR-fed animals which stayed lean. Significance (*p*-value) of age, diet and interaction were evaluated using two-way ANOVA. Error bars represent s.e.m. Prevalence of hepatic steatosis (**e**) and fibrosis (**f**) in the mice aging cohort at different age time points.

**Figure 2:**
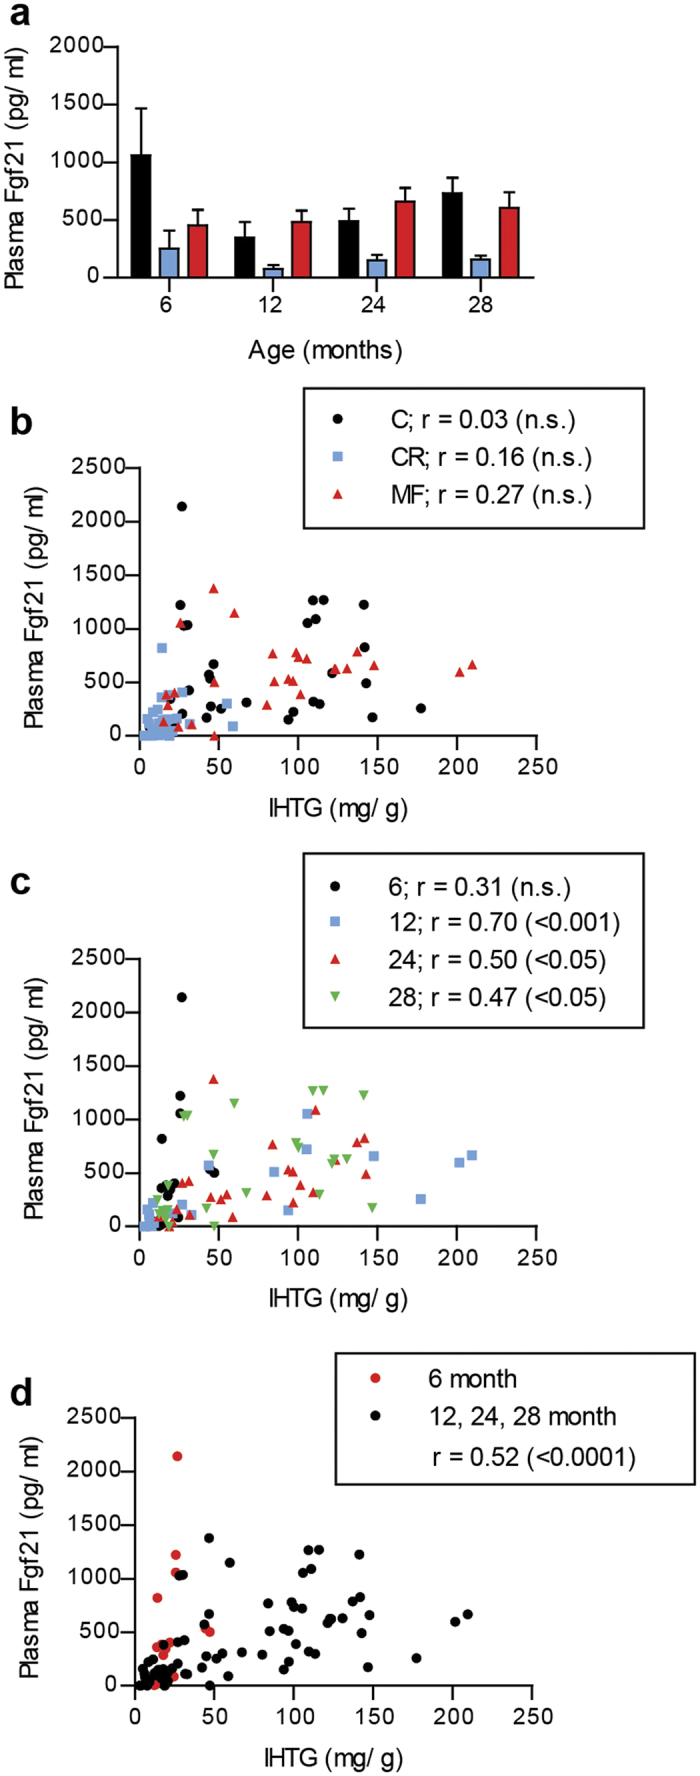
Plasma Fgf21 reflected the hepatic fat accumulation at middle and old age, but not at mature adult age. (**a**) Different plasma Fgf21 levels induced by the dietary interventions at the age of 6, 12, 24, and 28 months. Correlation of IHTG and plasma Fgf21 for different dietary interventions (**b**) and ages (**c**). (**d**) Plasma Fgf21 was positively correlated with IHTG levels at older ages, while the young 6-month-old mice had elevated plasma Fgf21, despite their low IHTG levels (in red symbols). r values were calculated with Pearson’s correlations and their significance are indicated in the parentheses.

**Figure 3:**
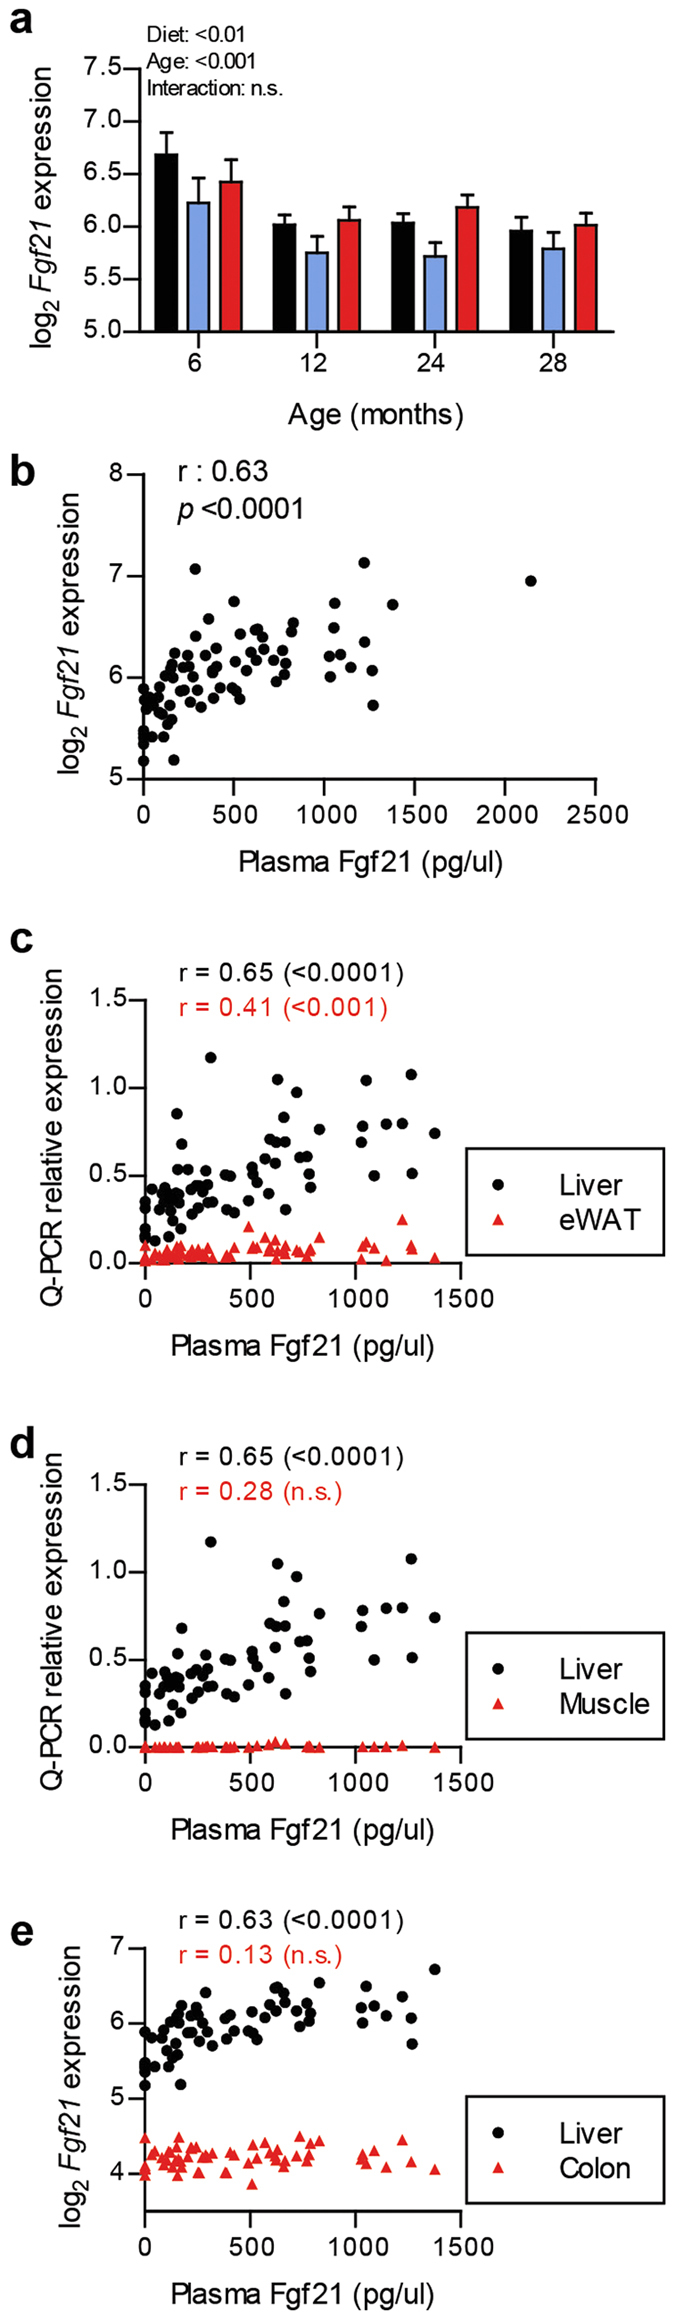
Plasma Fgf21 levels were strongly reflected by the expression of *Fgf21* in the liver. (**a**) Different expression levels of Fgf21 in the liver induced by the dietary interventions and age. (**b**) Significant positive correlation between plasma Fgf21 and *Fgf21* expression in the liver. The association between plasma and expression levels of Fgf21 was also compared in other tissue types, (**c**) epidydimal white adipose tissue (eWAT), (**d**) muscle, and (**e**) colon tissue. r values were calculated with Pearson’s correlations and their significance are indicated in the parentheses.

**Figure 4:**
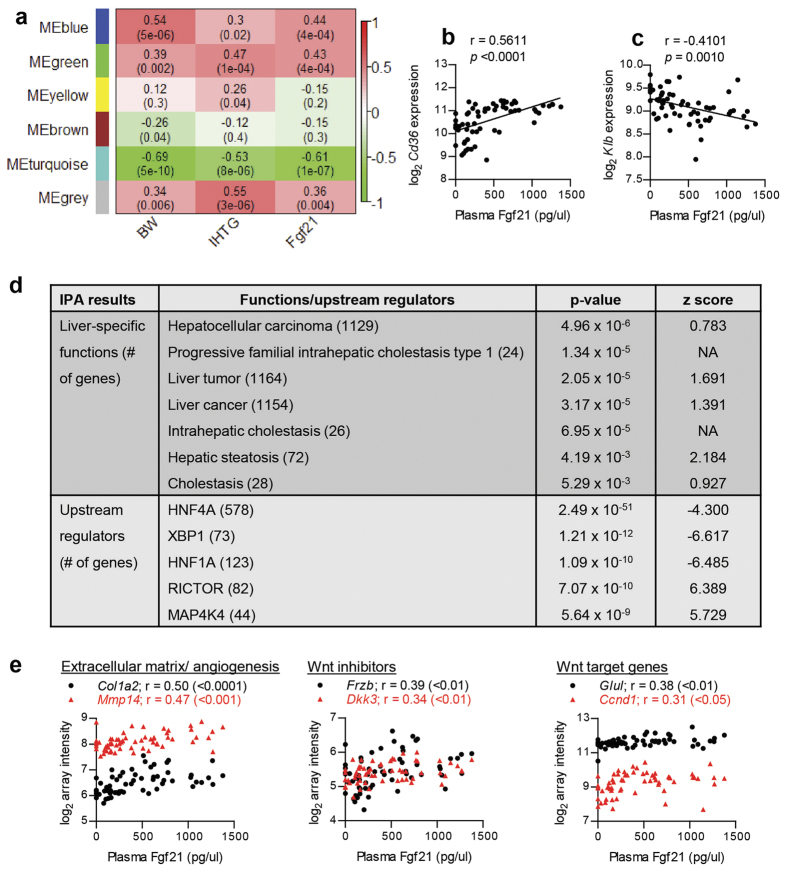
Liver biological processes associated with plasma Fgf21 level. (**a**) Heatmap depicting the correlation between gene modules (in rows) and phenotypes (in columns). The top values in each cell represents the correlation coefficient between the module and phenotype with the correlation *p*-value in parentheses. Red and green color represents positive and negative correlation, respectively. Correlation between plasma Fgf21 levels and hepatic expressions of *Cd36* (**b**) and *Klb* (**c**). (**d**) Biological processes and regulators associated with MEturquoise, which is the most significant modules correlated with plasma Fgf21. Significant liver-specific functions and upstream regulators are reported in *p*-values and z-scores. Positive and negative z-score represent predicted activation and inhibition, respectively. (**e**) Correlation between plasma Fgf21 and expression levels of hepatocellular carcinoma-related genes within MEturqouise, which included genes related to extracellular matrix formation and angiogenesis (*Col1a2* and *Mmp14*), inhibition of Wnt signalling (*Frzb* and *Dkk3*), and downstream target of Wnt signalling (*Glul* and *Ccnd1*). r values were calculated with Pearson’s correlations and their significance are indicated in the parentheses.

**Figure 5:**
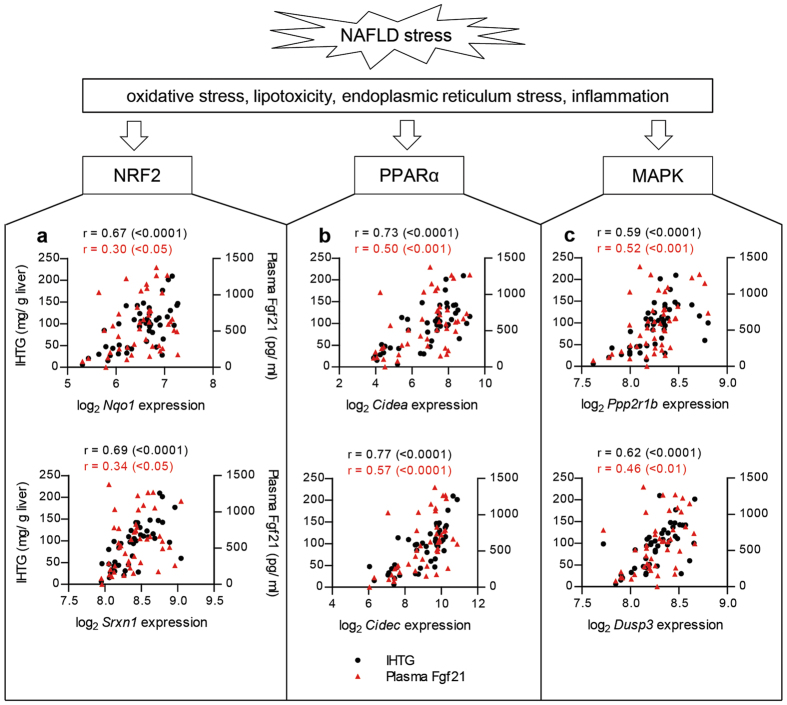
The differentially regulated pathways in NAFLD were reflected by plasma Fgf21 levels. (**a**) Stress induced by NAFLD may activate NRF2, PPARα and MAPK, and the expression of their target genes. The expression levels of the NRF2 (**b**) PPARα (**c**) and MAPK (**d**) target genes were strongly correlated with IHTG and more modestly with plasma Fgf21 levels (in black and red color, respectively). r values were calculated with Pearson’s correlations and their significance are indicated in the parentheses.

**Figure 6:**
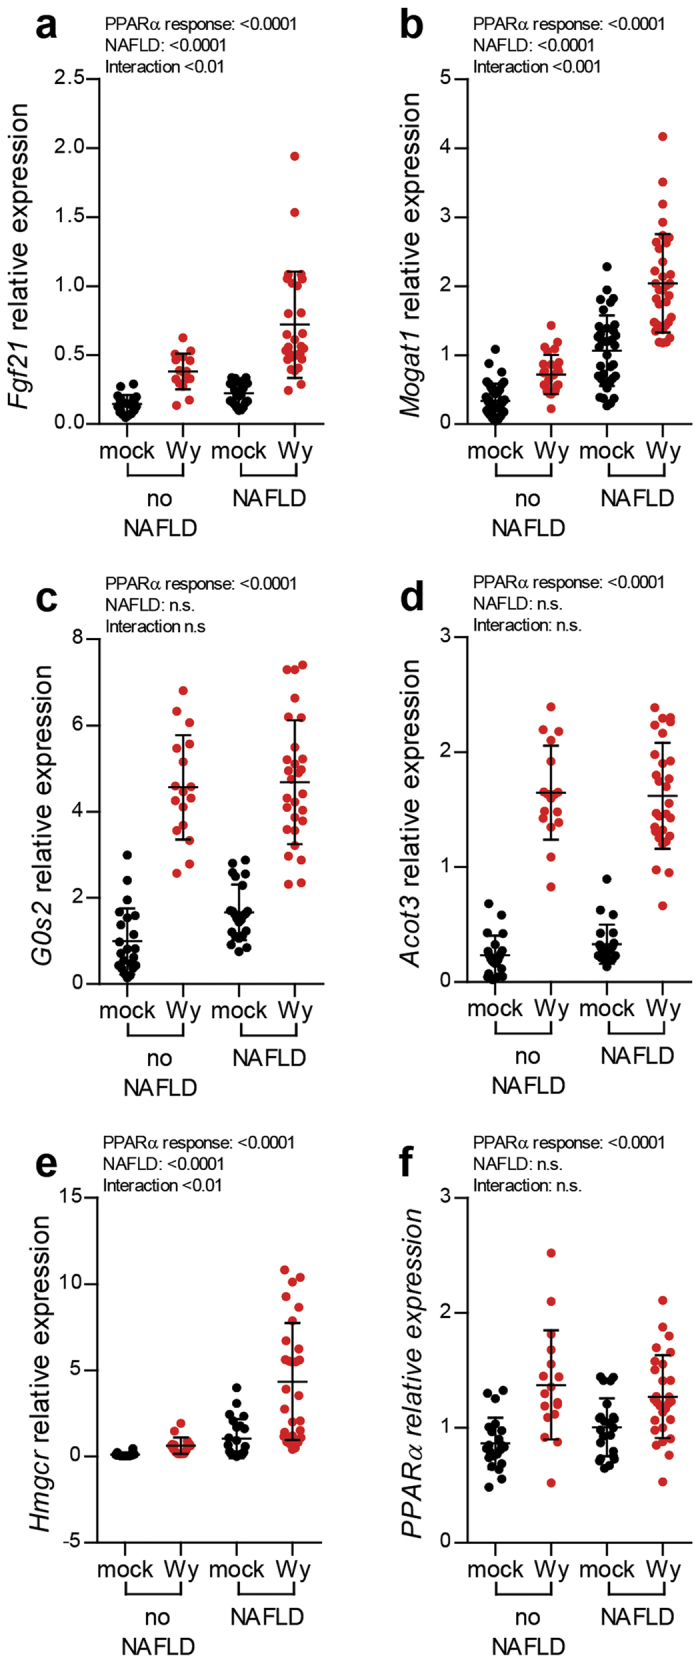
The response to PPARα challenge test showed that the presence of NAFLD partially altered the response at the gene expression levels. (**a**) *Fgf21*; (**b**) *Mogat1*; (**c**) *G0s2*; (**d**) *Acot3*; (**e**) *Hmgcr*; and (**f**) *Pparα*. The effect of PPARα agonist and NAFLD, as well as any interaction between them, were analysed using two-way ANOVA.

**Table 1:** Overall performance of plasma Fgf21 levels for the diagnosis of NAFLD.

AUROC	Sensitivity (%)	Specificity (%)	PPV (%)	NPV (%)	Accuracy (%)
All time points					
0.77 (0.67–0.87)	91.4	57.1	60.4	90.3	71.4
Without 6 months old					
0.84 (0.74–0.94)	88.6	73.5	77.5	86.2	81.2

**Table 2:** NAFLD diagnosis performance of plasma Fgf21 in combination with other markers.

Fgf21 in combination with	Sensitivity (%)	Specificity (%)	PPV (%)	NPV (%)	Accuracy (%)
Plasma ALT	80.0	97.1	96.6	82.5	88.4
Plasma CK-18	82.9	79.4	80.6	81.8	81.2
Body weight	80.0	94.1	93.3	82.1	87.0

**Table 3:** List of the significantly enriched up-regulated pathways in NAFLD.

Enriched up-regulated pathways	NES*	FDR q-value
NRF2 TARGETS	2.617	0.00000
PPARA TARGETS	2.404	0.00000
WP1248 OXIDATIVE PHOSPHORYLATION	2.328	0.00000
WP295 ELECTRON TRANSPORT CHAIN	2.299	0.00068
KEGG OXIDATIVE PHOSPHORYLATION	2.260	0.00081
KEGG LYSOSOME	2.223	0.00090
WP1269 FATTY ACID BETA OXIDATION	2.208	0.00097
KEGG FATTY ACID ELONGATION	2.180	0.00135
KEGG FATTY ACID DEGRADATION	2.146	0.00210
MITOCHONDRIAL TRANSLATION	2.113	0.00337
MITOCHONDRIAL TRANSLATION TERMINATION	2.102	0.00344
MAPK TARGETS NUCLEAR EVENTS MEDIATED BY MAP KINASES	2.079	0.00418
KEGG GLUTATHIONE METABOLISM	2.052	0.00625
RESPIRATORY ELECTRON TRANSPORT ATP SYNTHESIS BY CHEMIOSMOTIC COUPLING AND HEAT PRODUCTION BY UNCOUPLING PROTEINS	2.048	0.00629
SPHINGOLIPID METABOLISM	2.032	0.00775
AQUAPORIN MEDIATED TRANSPORT	2.025	0.00786
KEGG SYNAPTIC VESICLE CYCLE	2.020	0.00795
MITOCHONDRIAL TRANSLATION INITIATION	2.003	0.00937

^*^Normalised enrichment score (NES); a statistical test for gene set enrichment.

**Table 4:** List of the significantly enriched down-regulated pathways in NAFLD.

Enriched down-regulated pathways	NES	FDR q-value
WP449 COMPLEMENT AND COAGULATION CASCADES	−2.496	0.00000
KEGG COMPLEMENT AND COAGULATION CASCADES	−2.496	0.00000
KEGG SELENOCOMPOUND METABOLISM	−2.229	0.00018
FORMATION OF FIBRIN CLOT CLOTTING CASCADE	−2.272	0.00024
WP200 COMPLEMENT ACTIVATION CLASSICAL PATHWAY	−2.219	0.00028
BIOC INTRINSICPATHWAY	−2.081	0.00213
COMMON PATHWAY	2.086	0.00226
REGULATION OF COMPLEMENT CASCADE	−2.066	0.00304
COMPLEMENT CASCADE	−2.023	0.00428
AMINO ACID TRANSPORT ACROSS THE PLASMA MEMBRANE	−1.995	0.00606
WP460 BLOOD CLOTTING CASCADE	−1.962	0.00857
INTRINSIC PATHWAY	−1.963	0.00928

How the deposited data were processed for this re-analysis (not part of the article)

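The values are the table the authors deposited for 78 liver arrays, with 35556 probe sets on the log2 scale after Robust Multiarray Average. Each sample was assigned to its diet, age, replicate number and NAFLD state by its record, and no sample was left out. The version of the normalization software is not given in the sources used here. Plasma Fgf21, IHTG, body weight and 4-HP of single mice, the mice given the PPARα agonist and the tissues other than liver were not used here.

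Of the probe sets, 21218 name 1 gene, 1881 name several and 12457 name none, and only the first kind was used. A gene with several probe sets (1386 of 18820) is represented by the one with the highest mean. The 2 brightest probe sets of a gene correlate with a median of 0.43, and in 150 genes below 0. Genes with an interquartile range over 0.1 and an intensity over 20 on at least 5 arrays were kept, which left 14675.

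Differences were fitted with limma 3.58.1 (statmod 1.5.0, R 4.3.3) with an intensity trend in the variance and Benjamini-Hochberg adjustment over the genes kept, and a gene passes at an adjusted p under 0.05. All adjusted p values of single genes come from limma, unless a permutation is named. Diet and age comparisons come from 1 fit of 12 groups, the NAFLD comparison from 45 C and MF mice of 12 to 28 months, and slopes on liver Fgf21 from 62 livers of 12 to 28 months and, with diet as a covariate, from 16 livers of 6 months. All tests are two-sided.

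A gene is named when it is among the largest changes or the smallest p values of a comparison, when the paper names it, or when it is the leading member of a fixed list. The fixed lists are 44 lists of pathways, transcription factor targets and cell type markers with 1080 genes, of which 977 are on the array. They were tested with camera at a preset correlation of 0.01, adjusted over the lists, and again with an estimated correlation and with fry. A list can pass as a whole with no gene passing alone. The result of 1 list of target genes is not reported here.

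Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the other tests. Exact permutation was used where all arrangements could be listed, and otherwise 100000 resamples (10000 for components). Shares have exact binomial intervals, and areas under the curve have intervals from 2000 bootstrap draws.

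The alternatives tried were no filter, no trend, quantile normalization, array weights, the runs of the sample listing or the replicate number as a block, diet and age as covariates, single diets or ages, the CR mice included, only the groups compared in the fit, a fold of at least 1.5, the rank of Fgf21, leaving out the 2 livers farthest from the median of Fgf21, and leaving out each mouse in turn. The mean over the probe sets of a gene, the comparison of 12 with 24 months and the alternatives for the 2 comparisons of CR effects between ages were added after the data were seen, as were the permutation p values within single diets. A count is called moved when it changes more than 1.5-fold, and reversed only when it or the main value passes the threshold.

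The fits were tested on simulated data with 100 changed genes for each size of change. Of changes of 1 on the log2 scale, 97% were found in the NAFLD comparison, 100% for CR, 99% for MF, 100% for age, 90% for the difference of CR effects between ages, and 98% for the slopes at 12 to 28 months and at 6 months. Of changes of 0.5, 92, 98, 96, 97, 60, 88 and 79% were found. The number of arrays limits the precision, and the smallest group is C at 6 months with 4. Among these fits the share found was lowest for the difference of CR effects between ages (60% of changes of 0.5).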

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

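Values listed here stood out by different rules. The rule for single mice was the same for all groups, and chance alone picks out about 1 in 20 groups by it. That rate does not cover the differences between ages or the list changes below. Replicate 1 of the C mice of 12 months had a liver Fgf21 level of 6.57, the highest of its group, with the next at 6.13, and its scaled gap of 0.574 passes the limit of 0.568 for 7 mice.

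The difference between CR and C mice was not the same at all ages. In limma 360 genes had another CR effect at 6 months than at 12 to 28 months, and 705 another at 12 than at 24 months. Without replicate 1, 2 or 3 of the C mice of 6 months the 159 genes with a larger effect at 6 months became 97, 96 and 85, and the 201 with a smaller effect became 105, 105 and 117. Without replicate 1 or 6 of the CR mice of 6 months the smaller effects became 118 and 122. The genes that are higher in male than in female livers had a median difference of -2.52 on the log2 scale between the CR effects at 12 and at 24 months, with all 18 lower (camera adjusted p = 2.1e-42, adjusted p = 3.3e-05 with an estimated correlation). Those higher in female livers had a median difference of 2.27, with 6 of 12 higher (adjusted p = 0.00016 with an estimated correlation).

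Among the list changes that the paper does not describe were those of infiltrating macrophage, Kupffer cell, and B cell and plasma cell markers, with medians of -0.60, -0.45 and -0.45 at 6 months against older mice (adjusted p = 0.42 each with an estimated correlation), and the cholesterol synthesis genes, with a median of 0.66 on CR against C (adjusted p = 0.17 with an estimated correlation).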

How the results depend on the processing

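All alternatives but those added later were fixed before the data were examined, and all were run. A count that changes more than 1.5-fold is given, and the cause was not tested. The tests of CR effects between ages with other settings were chosen only after the result was seen.

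With array weights NAFLD had 376 genes higher and 223 lower (215 and 123 otherwise), MF 265 higher (151), the slope on Fgf21 at 12 to 28 months 471 rising (284), that at 6 months 125 rising (58) and 5 lists higher (10), the CR effect at 6 months against older 328 larger and 457 smaller (159 and 201), and that at 12 against 24 months 558 and 712 (307 and 398). Quantile normalization gave MF 89 higher and 93 lower (60) with 6 lists lower (10), 109 genes falling with Fgf21 at 12 to 28 months (389), and 105 rising and 101 falling at 6 months (61), and a Fgf21 difference on MF of 0.04 (0.09), which passed in neither. A fold of at least 1.5 left 37 and 12 genes in NAFLD, 81 and 90 on CR (1325 and 1149), 9 and 5 on MF, 54 and 162 at 6 months against older (1997 and 2324), 98 and 79 for the CR effect at 6 months against older, and 173 and 205 for that at 12 against 24 months.

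NAFLD within C mice alone had 3 genes higher and 0 lower in limma (1462 at unadjusted p under 0.05), within MF mice alone 0 and 0 (995), at 24 and 28 months alone 1 and 0 (1089) with 9 lists higher (15), and with CR mice included 1427 and 1459. The slope at 12 to 28 months with diet and age group as covariates had 142 rising and 162 falling, and without the 2 livers farthest from the median of Fgf21 184 rising. The slope at 6 months without those 2 had 1 and 0 in limma (1313 at unadjusted p under 0.05), with the listing run as a block 31 falling, and with no covariate 37 falling and 6 lists higher. With the replicate number as a block the slope at 12 to 28 months had 120 rising and 184 falling, and that at 6 months 0 and 0 in limma (1650 at unadjusted p under 0.05). Mice of the same replicate number showed no clear pairing: their mean correlation was 0.0149 against -0.00197 for other pairs. Of 382 pairs of the same number 99 correlated over 0.1, and 18 of 78 livers were closest to one of their own number. The number expected by chance was not computed, so pairing is not excluded.

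Camera with an estimated correlation called 0 lists higher and 0 lower in NAFLD (15 and 13), on CR (6 and 12), on MF (12 and 10), at 6 months against older (7 and 13) and with Fgf21 at 12 to 28 months (10 and 13), 0 and 2 with Fgf21 at 6 months (10 and 10), 1 and 1 for the CR effect at 6 months against older (9 and 6) and 1 and 1 for that at 12 against 24 months (3 and 5). Fry called 8 lists higher and 5 lower in NAFLD, 6 and 5 on CR, and 4 and 2 on MF. At 6 months against older it called 4 and 13. With Fgf21 it called 6 and 6 at 12 to 28 months, and 3 and 4 at 6 months. For the CR effect it called 1 and 2 at 6 months against older, and 1 and 4 at 12 against 24 months. The correlation of component 1 with Fgf21 was -0.17, and -0.16 with all probe sets and -0.17 with unit variance.

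Leaving out 1 mouse gave Fgf21 differences of 0.43 to 0.54 at 6 months (adjusted p from 4.9e-05 to 0.0022 in limma), -0.29 to -0.22 on CR (0.069 to 0.22) and 0.06 to 0.12 on MF (0.59 to 0.84). Genes higher and lower ranged over 136 to 282 and 65 to 212 in NAFLD, 1178 to 1410 and 986 to 1256 on CR, 62 to 402 and 21 to 182 on MF, 1674 to 2084 and 2031 to 2461 at 6 months, 85 to 188 and 105 to 236 for the CR effect at 6 months against older, and 258 to 351 and 326 to 482 for that at 12 against 24 months. Lists ranged over 14 to 18 and 11 to 15 in NAFLD, 6 to 6 and 8 to 15 on CR, 10 to 13 and 8 to 11 on MF, 5 to 8 and 13 to 15 at 6 months, 6 to 10 and 3 to 6, and 3 to 4 and 4 to 7 for the CR effects between ages.

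In NAFLD, without C 12 months replicate 6 there were 136 higher and 65 lower, without C 28 months replicate 3 212 lower and without MF 12 months replicate 5 75 lower. For the CR effect at 6 months against older, without C 6 months replicate 1 there were 97 and 105, replicate 2 96 and 105, replicate 3 85 and 117, without CR 6 months replicate 1 118 smaller and 3 lists lower, and replicate 6 122 smaller. On MF, genes higher and lower were 87 and 32 without C 12 months replicate 7, 258 and 93 without replicate 5, 92 and 25 without MF 12 months replicate 6, 62 and 21 without replicate 7, 233 and 104 without replicate 5, 94 and 37 without C 24 months replicate 5, 324 and 103 without MF 24 months replicate 1, 98 and 33 without replicate 4, 99 and 36 without replicate 6, 89 and 31 without replicate 8, 92 and 32 without C 28 months replicate 5, 99 and 33 without replicate 1, 75 and 26 without MF 28 months replicate 1, and 402 and 182 without replicate 6. Only the higher genes moved without MF 6 months replicate 6 (229), C 24 months replicate 3 (99) and C 28 months replicate 6 (231), and only the lower ones without C 12 months replicate 3 (32) and replicate 6 (36), C 24 months replicate 2 (31), and MF 28 months replicate 3 (29) and replicate 5 (35).

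The direction of the list test, or of the gene, turned in the following, given as medians for lists. The median itself kept its sign for oxidative phosphorylation within MF mice alone, sphingolipid metabolism, cholesterol synthesis, mitochondrial ribosomal proteins with the replicate block and male-biased genes with no covariate. In NAFLD, stellate cell markers were -0.0243 with diet and age as covariates, within MF mice alone oxidative phosphorylation was 0.000562 and mitochondrial ribosomal proteins -0.00324, and with CR mice included oxidative phosphorylation was -0.0367. At 24 and 28 months alone sphingolipid metabolism was 0.00479, XBP1 targets 0.0230, extracellular matrix -0.0431, male-biased genes 0.0324, acute phase -0.16, interferon response -0.10, proliferation -0.15, infiltrating macrophages -0.20 and stellate cells -0.0288, and the gene Cyp2b9 was -0.11. For the slope at 12 to 28 months, quantile normalization gave proliferation -0.13 and T and NK cells -0.20, and diet and age group as covariates gave oxidative phosphorylation 0.0596, de novo lipogenesis 0.19, cholesterol synthesis 0.39, XBP1 targets 0.0181, extracellular matrix -0.000615, gluconeogenesis 0.0145, T and NK cells -0.18 and stellate cells -0.0825. For the slope at 6 months, the replicate block gave mitochondrial ribosomal proteins -0.0829, de novo lipogenesis -0.31, interferon response 0.38 and T and NK cells 0.31, and no covariate gave de novo lipogenesis -0.36 and male-biased genes -0.0336.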

Differences from the paper's values

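The numbers of C and MF mice with and without NAFLD are those of the paper, and the Fgf21 levels of the groups lie close to those read from its Figure 3a. The numbers of genes before and after the filter are lower here, where the probe sets were defined and summarised in another way than in the paper, and the total numbers of mice are lower since only mice with arrays are counted. In MF mice of 12 months the share with NAFLD is 5 of 7 (71.4%) here, in mock-treated mice with arrays, and up to 85.7% in the paper, which measured IHTG in mock-treated and Wy-treated mice, so the 2 shares are of different groups.

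The paper states that hepatic Fgfr2 correlates negatively with plasma Fgf21. With liver Fgf21 mRNA, another measure, Fgfr2 had r = -0.22 (adjusted permutation p = 0.11). The paper states correlations with plasma Fgf21 for Col1a2, Mmp14, Frzb, Dkk3 and Ccnd1, and with liver Fgf21 mRNA none of the 5 passed by Pearson's r after adjustment, while Spearman's rho passed for Col1a2, Mmp14 and Ccnd1 (adjusted permutation p = 0.031 each). For Nqo1, Srxn1 and Ppp2r1b, which the paper relates to plasma Fgf21, the correlation with liver Fgf21 mRNA did not pass by either measure after adjustment. That of Cidea passed by Pearson's r (adjusted permutation p = 0.027) but not by Spearman's rho (adjusted permutation p = 0.060). The paper takes a p under 0.05 as significant and names no adjustment for its correlations. Without adjustment, Pearson's r passed for Col1a2, Mmp14, Ccnd1, Dkk3 and Nqo1 (permutation p = 0.026, 0.043, 0.029, 0.047 and 0.040). It did not for Fgfr2, Frzb, Srxn1 and Ppp2r1b (permutation p = 0.089, 0.14, 0.13 and 0.075).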

Other observations

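The tests of the 2 arms and of the 6 falling genes of the clock, of the cell type markers in NAFLD, of the cholesterol list at 24 months and of the CR effect at 12 against 24 months were chosen only after the result was seen. Livers of 6-month-old mice had lower levels of most acute phase genes than older livers. Of 19 acute phase genes 16 were lower, 1 was higher and 2 did not pass (17 lower and 2 higher when adjusted over the list alone), such as Lcn2, which withholds iron from bacteria (-1.81 ± 0.25, standard error), with a camera adjusted p of 9.3e-12 and an adjusted p = 0.10 with an estimated correlation. The antibody light chain gene Igkc was lower by -2.33 ± 0.30 and Jchain, which joins antibodies, by -1.28 ± 0.23. Of 42 lysosome genes 31 were lower and 11 did not pass (33 lower and 1 higher when adjusted over the list alone, camera adjusted p = 2.9e-14, adjusted p = 0.10 with an estimated correlation).

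On MF against C at 12 to 28 months, the bile duct marker genes Epcam (0.45 ± 0.10) and Pkhd1 (0.35) were higher, with 3 of 6 cholangiocyte markers higher and 3 not passed (5 higher when adjusted over the list alone, camera adjusted p = 4.4e-06, adjusted p = 0.24 with an estimated correlation). Of 24 extracellular matrix genes 1 was higher, Sparc (0.34), and 23 did not pass (13 higher when adjusted over the list alone, camera adjusted p = 1.4e-10, adjusted p = 0.38 with an estimated correlation). Markers of stellate cells (median 0.14), neutrophils (0.31) and infiltrating macrophages (0.27) were higher as lists by camera (adjusted p = 1.3e-05, 0.0012 and 0.010, and adjusted p = 0.27, 0.41 and 0.44 with an estimated correlation), with 0 single genes passed in limma over all genes and 8 of 13, 4 of 8 and 0 of 12 when adjusted over the list alone. MF against C at 6 months had 0 genes in limma, with 1113 at an unadjusted p under 0.05, and 0 genes had another MF effect at 6 months than later, with 697. Liver Fgf21 told livers with NAFLD from those without with an area under the curve of 0.731 in 45 C and MF livers (0.543 to 0.885, permutation p = 0.015). The area was 0.767 in 62 livers of 12 to 28 months (0.642 to 0.878, permutation p = 0.0003). In all 78 livers it was 0.615 (0.484 to 0.729, permutation p = 0.086), where no separation was detectable. In NAFLD Acot3 (0.64 ± 0.26, adjusted p = 0.20), G0s2 (0.12, adjusted p = 0.87) and Ppara (0.03, adjusted p = 0.87) did not pass in limma.

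The tests against chance took 100 groupings of the mice, the real one included. Chance could be excluded as the source of the counts for NAFLD (338 genes, at most 2 otherwise), CR (2474, at most 210), MF (211, at most 41) and age (4321, at most 1). For the CR effect at 12 against 24 months (705, at most 7) the diets were exchanged within each age. Such an exchange removes the CR effect at both ages, so it cannot decide whether an effect that is equal at both would reach this count. These highest counts rest on 1 set of draws, and those of both slopes changed with another set. For the slope at 6 months (119, at most 66) another set of draws held a grouping with more genes than the real one, and without the 2 livers farthest from the median of Fgf21 the slope left 1 rising and 0 falling genes in limma (1313 at unadjusted p under 0.05), so chance is not called excluded there. For the CR effect at 6 months against older (360) and the slope at 12 to 28 months (673), another grouping reached 456 and 1048 genes. In each, 2 of 100 groupings, the real one included, called at least as many genes, and the median of the others was 0. Chance is not called excluded for either. For the CR effect at 6 months against older the diets were also exchanged within each age, with the limit named above.

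In CR against C mice, the male-biased genes had a median of -1.53 at 6 and at 12 months, with 15 of 18 lower at each age. It was 0.75 at 24 months, with 6 of 18 higher, and 0.29 at 28 months, with 2 of 18 higher. With an estimated correlation camera gave adjusted p = 0.0014, 0.0047, 0.037 and 0.56 at 6, 12, 24 and 28 months. A rise at 28 months was therefore not established. At 6 months, mice of the other sex are unlikely, since Xist and the Y-linked genes of each CR mouse lay inside the range of the other livers (-0.0651 from its edge), and so is 1 deviating mouse (-1.40 nearest to 0 with 1 CR mouse left out) or the listing runs (effect at 6 months less 12 to 28 months -1.41, and -1.42 with the runs as a block), while the 12-month mice were not tested in these ways. CR mice of 24 months that had another diet are unlikely, as their cholesterol synthesis list was higher by 0.78 at that age. Lower growth hormone signalling could not be told: the median of Igf1, Socs2, Cish and Igfals was 0.24, and of these Igfals alone was lower (-0.71 ± 0.18, adjusted p = 0.0069 in limma), and an effect of age on the response to CR stays open.

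Of 15 circadian clock genes 6 fell with liver Fgf21 over the 62 livers, such as Per3 (-0.62 ± 0.12), 1 rose, Clock (0.26 ± 0.08), and 8 did not pass. Differences between diet and age groups alone are unlikely for 5 of the 6, Tef, Per3, Cry2, Per1 and Nr1d2, which kept at least 66.1% of their slope with these as covariates and passed in limma when adjusted over the list alone (Tef and Per3 also over all genes), and stay open for Per2 (61.7%, adjusted p = 0.060 over the list). The median slope of the list, -0.14 and -0.15 with covariates, decides nothing, as its genes go both ways. Livers taken at different times of day stay open: the 5 genes of the Bmal1 arm and the 8 of the Per arm differed by 0.551 in median slope, but their directions were known when this was tested. The paper states that all mice were killed in the same hours of the afternoon, and the time of single mice was not used here. No biological explanation was tested.

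Complement, coagulation and HNF4A target genes had lower medians in NAFLD. Different diets and ages are unlikely for the first 2 lists, whose medians kept 185 and 95.3% of their size with these as covariates, and stay open for HNF4A targets, which kept 50.4% (the bound was 50%) and went from -0.12 to -0.03 at 24 and 28 months alone. A lower share of hepatocytes cannot be told from these data: sinusoidal endothelial markers (-0.08) passed as lower and stellate cell markers (0.08) as higher by camera, neither with an estimated correlation (adjusted p = 0.20 and 0.54), and the stellate median turned to -0.0243 with diet and age as covariates and -0.0288 at 24 and 28 months alone. The lowest median among markers of 8 other cell types was -0.11, for neutrophils, which did not pass.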
